# The ETS Inhibitor YK-4-279 Suppresses Thyroid Cancer Progression Independent of *TERT* Promoter Mutations

**DOI:** 10.3389/fonc.2021.649323

**Published:** 2021-06-16

**Authors:** Junyu Xue, Shiyong Li, Peijie Shi, Mengke Chen, Shuang Yu, Shubin Hong, Yanbing Li, Rengyun Liu, Haipeng Xiao

**Keywords:** YK-4-279, telomerase reverse transcriptase, thyroid cancer, apoptosis, E-twenty-six transcription factor

## Abstract

Hotspot mutations in the core promoter region of the *telomerase reverse transcriptase* (*TERT*) gene have been well established to associate with aggressive clinical characteristics, radioiodine refractory, tumor recurrence, and mortality in thyroid cancer. Several E-twenty-six (ETS) transcription factors were reported to selectively bound to the mutant *TERT* promoter and activated TERT expression. In this study we aimed to investigate whether *TERT* promoter mutations confer sensitivity to ETS inhibitor YK-4-279 in thyroid cancer cells and whether this inhibitor could be served as a potential therapeutic agent for thyroid cancer. *In vitro* assays showed that YK-4-279 treatment sharply suppressed cell viability, colony formation, migration, and invasion, as well as induced cell cycle arrest and apoptosis in a panel of thyroid cancer cells. The cell viability after YK-4-279 treatment was similar between cell lines harboring mutant and wild-type *TERT* promoters. Furthermore, YK-4-279 treatment reduced both luciferase activity and mRNA expression of TERT independent of *TERT* promoter mutation status. Data from RNA-seq further revealed that YK-4-279 significantly affected biological processes including DNA replication and cell cycle. Reduced DNA helicase activity and decreased expression of several helicase genes were observed after YK-4-279 treatment. Moreover, YK-4-279 significantly inhibited tumor growth and induced apoptosis in a xenograft mice model. Thus, ETS inhibitor YK-4-279 suppressed TERT expression and conferred anti-tumor activity in a *TERT* promoter mutation-independent manner, and it could be a potential agent for the treatment of advanced thyroid cancers.

## Introduction

Thyroid cancer is the most prevalent endocrine cancer worldwide (1). Depending on its histological characteristics, thyroid cancer can be classified as papillary thyroid cancer (PTC), follicular thyroid cancer (FTC), anaplastic thyroid cancer (ATC), and medullary thyroid cancer (MTC). The MTC is derived from parafollicular C cells and accounts for approximately 4% of thyroid cancers (2), while the other three subtypes (PTC, FTC, and ATC) are all developed from follicular thyroid cells and account for the majority of thyroid cancers. Although most of the thyroid cancer cases have a good prognosis after standard clinical treatments, tumor recurrence and/or mortality still occurs in patients with aggressive thyroid cancer.

Genetic alterations drive the progression and contribute to the tumor recurrence and mortality of thyroid cancer (3). Molecular-based management of thyroid cancer is quickly developed in recent years and holds a great advantage to improve the survival of cancer patients with certain genetic alterations (4). *RET* mutations account for approximately 70% of MTC and associated with aggressiveness of thyroid cancer. Several RET-targeting inhibitors were developed and showed durable anti-tumor efficacy in RET-altered medullary thyroid cancer (5). *BRAF* V600E mutation, which constitutively activates MEK phosphorylation and MAPK/ERK signaling pathway, is the most prevalent genetic alteration in follicular-derived thyroid cancer, particularly in PTC (6, 7). Several inhibitors targeting *BRAF* mutation, such as vemurafenib and dabrafenib, have been discovered and show a dramatic response in advanced thyroid cancer patients harboring *BRAF* V600E mutation (8–10).

Hotspot mutations in the core promoter region of the *telomerase reverse telomerase* (*TERT*) gene are considered as the most frequent non-coding mutations in follicular-derived thyroid cancer (11). Numerous studies have demonstrated that *TERT* promoter mutations, especially when accompanied with *BRAF* V600E or *RAS* mutations, showed strong correlation to aggressive clinical characteristics, radioiodine refractory and poor clinical outcomes in patients with thyroid cancer (12–19). Several ETS factors, including GABPA, ETV1, ETV4, and ETV5 were reported to selectively bind to mutant *TERT* promoter and activate TERT expression (20–22). These findings raised the possibility that ETS inhibitors might be more sensitive to *TERT* promoter mutation-driven thyroid cancers. YK-4-279 is a well-described ETS factor inhibitor that has showed anti-tumor activity in Ewing’s sarcoma (23), prostate cancer (24), and neuroblastoma (25). Importantly, recent study showed that *BRAF*/*TERT* promoter double-mutated brain tumor cells were sensitive to YK-4-279 treatment, providing a therapeutic opportunity to manage brain tumor patients harboring both *BRAF* and *TERT* mutations (26). In this study we tested whether *BRAF* and/or *TERT* promoter mutations conferred sensitivity to YK-4-279 in thyroid cancer cells and whether this inhibitor could be served as a therapeutic agent for advanced thyroid cancers.

## Methods

### Cell Culture

The human thyroid cancer cell lines, including KTC-1, KHM-5M, Hth7, ACT1, CAL62, WRO, and TTA1 were obtained from the Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China). Human thyroid cancer MDA-T41 was purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA). The origins of human thyroid epithelial cell line Nthy-ori 3-1 and human PTC cell lines, TPC-1 and BCPAP, were as documented (27). BCPAP, KTC-1, KHM-5M, MDA-T41, and WRO were grown at 37°C in RPMI-1640 medium (Invitrogen, CA, USA) supplemented with 10% fetal bovine serum (FBS, #10270-106, Gibco, MD, USA). Nthy-ori3-1, TPC-1, ACT-1, CAL62, Hth7, and TTA1 were grown at 37°C in DMEM medium (Invitrogen, CA, USA) supplemented with 10% FBS.

### Inhibitor Preparation

The ETS inhibitor YK-4-279 (#S7679) was purchased from Selleck Chemicals (Houston, TX), dissolved in Dimethyl sulfoxide (DMSO) with a stock concentration of 10 mM and stored at −80°C. For *in vitro* study, YK-4-279 was used to treat cells for different concentrations as indicated for different experiments. For *in vivo* study, YK-4-279 was dissolved in DMSO to generated 15 mg/ml stocking solution and stored in −20°C. Working solution was dissolved as following proportion: 5% 15 mg/ml YK-4-279 solution + 40% PEG300 + 5% Tween 80 + 50% ddH_2_O. Vehicle was defined as working solution by replacing YK-4-279 with DMSO.

### RNA Extraction and Quantitative Real-Time PCR

Total RNA was extracted from cultured cells using the TRIzol reagent (#15596-018; Ambion, Life Technologies, Carlsbad, CA) and reverse-transcribed to cDNA using RevertAid First Strand cDNA Synthesis Kit (#K1622; ThermoFisher). Gene expression was analyzed in triplicate using PowerUp™ SYBR™ Green Master Mix (#A25742; Applied Biosystem) on the Applied Biosystems QuantStudio™ 7 Pro Real-Time PCR System. Relative expression of each gene was calculated according to the 2−ΔΔCt method. GAPDH was used as an internal control for normalization. The primers for TERT and GAPDH were used as described previously (20).

### Luciferase Reporter Assay

The luciferase reporter gene constructs containing the wild-type and mutant *TERT* promoters (pGL4-TERTp-WT, pGL4-TERTp-C250T and pGL4-TERTp-C228T) were obtained from Addgene (#84924, #84925, and #84926, respectively). For promoter activity assay, cells were seeded in triplicate into a 24-well plate and then transfected with 300 ng pGL4 plasmids containing the *TERT* promoter using Lipofectamine 3000 (Invitrogen) for 24 h followed by 1 μM of YK-4-279 treatment for 16 h. Rinella luciferase (pRL-TK) plasmid was transfected simultaneously with plasmid mentioned above as the normalizing control. After treatments, cells were lysed, and the luciferase activities were measured using the Dual-Luciferase Reporter Assay System (Promega). Relative luciferase activities were calculated by dividing firefly luciferase values with Rinella luciferase values for each set of reading.

### Cell Proliferation and Colony Formation Assays

For cell proliferation assay, cells (1,000–2,500 cells per well) were seeded on a 96-well plate, and Cell Counting Kit-8 (CCK-8) assay was carried out at day 5 to evaluate cell proliferation following the manufacturer’s instruction. Briefly, at the end of each culture period, 10 µl of the CCK-8 solution (#K1018, ApexBio) was added to each well. After incubation for 2 h, the absorbance was read at 450 nm. For colony-formation assay, 400 of KHM-5M and Hth7 cells or 1,000 of BCPAP cells were plated in duplicate in six-well plates. YK-4-279 treatment starts at 12 h after cell seeding. Culture media with YK-4-279 were replaced every 3 days. The colonies were photographed, and the total number of colonies ≥100 μm in diameter was counted after 2 weeks of culture.

### Cell Migration and Invasion Assays

To examine the effect of YK-4-279 on thyroid cancer migration and invasion, cell migration and invasion assays were performed in triplicates using Transwell^®^ chambers in 24-well plates following Ogasawara’s instruction (28). Transwell chambers with 8-μm pore polycarbonate membrane used for cell migration assay were obtained from Corning (Corning, NY). Chambers coated with Matrigel on the upper surface used for invasion assay were obtained from BD Biosciences (Franklin Lakes, NJ). Briefly, cells (5 × 10^4^ KHM-5M and Hth7 cells or 1.5 × 10^5^ BCPAP cells for migration assay; 1 × 10^5^ KHM-5M and Hth7 cells for invasion assay) were suspended in 250 μl of serum-free medium and placed in the upper chamber, while the lower chamber was loaded with 750 μl of cell culture medium with 10% FBS. Cells were incubated in 37°C with 5% CO_2_ for 6 h (migration) and 16 h (invasion), respectively. After incubation, the non-invaded cells were removed from the upper surface by a cotton swab. The invaded cells on the lower surface of the membrane were fixed in 4% paraformaldehyde for 15 min, washed three times with PBS, and stained with 0.5% crystal violet. Cells from three microscopic fields were photographed and counted.

### Cell Cycle and Apoptosis Analysis

For cell cycle analysis, experiments were performed using a commercial cell cycle and apoptosis detection kit (#40301ES60, Yeasen, China) following its instruction. Briefly, cells were collected and washed with PBS, fixed in 70% ethanol for 2 h at 4°C and then incubated in the staining solution with propidium iodide and RNase for 1 h. The apoptosis analysis was determined by the Pacific Blue™ Annexin V (#640918, San Diego, CA). Stained cells were detected by flow cytometry. Cell cycle distributions and the percentage of apoptotic cells were determined with FlowJo software.

### Caspase-3/7 Activity Detection

The activities of caspases-3 and caspase-7 were detected using the CellEvent™ Caspase 3/7 Green ReadyProbe™ Reagent (#R37111, Invitrogen) as previously reported (29). Briefly, cells were seeded on gelatin-coated slides in 24-well plate and treated with YK-4-279 at different doses (0, 0.3, and 1 µM) for 24 h. Cells were then incubated with 500 ul CellEvent™ Caspase 3/7 ReadyProbe™ Reagent dilution (1 drop/ml) for 30 min at 37°C followed by Hochest 33342 counterstaining for nuclei. Cells were then washed and fixed with 3.7% paraformaldehyde for 15 min and mounted with Anti-Fade Mounting media. Caspase-3/7 activated cells were observed under 200× magnificence with OLYMPUS IX83 Inverted Microscope (Olympus, Japan).

### RNA-Sequencing and Data Analysis

The cDNA libraries were constructed for each RNA sample using the TruSeq Stranded mRNA Library Prep Kit (Illumina, US) according to the manufacturer’s instructions. The mRNA library was prepared from total RNA using the NEBNext Small RNA Library Prep. Before read mapping, clean reads were obtained from the raw reads by removing the adaptor sequences and low-quality reads. The clean reads were then aligned to the human genome (GRCh38, NCBI) using Hisat2. HTseq was used to calculate gene counts, and the RPKM method was used to determine relative gene expression. Differential expression analysis of two conditions/groups (two biological replicates per condition) was performed using the DESeq2 R package (1.16.1). The resulting P-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Protein-coding genes larger than 1.5-fold alteration (0.587 for log_2_FC) with P-value <0.05 found by DESeq2 were defined Differential Expression Genes (DEGs) for further investigation in this study.

### Gene Ontology Analysis

Gene ontology (GO) analysis was performed to elucidate the biological implications of the differentially expressed genes identified in the experiment. We downloaded the GO annotations from NCBI (http://www.ncbi.nlm.nih.gov/), UniProt (http://www.uniprot.org/), and the Gene Ontology (http://www.geneontology.org/). Fisher’s exact test was applied to identify significantly enriched GO categories.

### Xenograft Tumorigenesis Assay

All animal experiments were approved and performed according to the guidelines of the Institutional Animal Care and Use Committee (IACUC) of Sun Yat-sen University. BALB/c nude mice (Female, 4–6 weeks old) were purchased from Vital River (Beijing, China) and housed in the SPF barrier facilities of Sun Yat-sen University. To ensure the similarity of xenograft tumor size, we followed the protocol of Yu lab described previously (30). Briefly, KHM-5M (1 × 10^7^) cells were injected subcutaneously into the axillary cavity of four-week-old nude mice and harvested when reaching 1 cm^3^. Necrotic area was dissected meanwhile the remaining compartment was fragmented as 1 mm^3^ pieces and transplanted into flanks of 6-week-old female nude mice (four mice for each group). When tumor sizes reached around 150 mm^3^, mice were treated daily with vehicle or 150 mg/kg of YK-4-279 by intraperitoneal injection. Tumor size was measured every day on the skin surface of the animal using a caliper, and tumor volume was calculated by the formula (L + W)^3^π/6. Mice were sacrificed when xenograft tumors in control group reached 1 cm^3^, and tumors were surgically removed, photographed, and weighted.

### Histological Analysis

The immunohistochemical staining was performed with primary antibodies on 4 μm-thick formalin-fixed paraffin-embedded tissue specimens as previously described (31). The primary antibodies used were as follows: Anti-Human Ki67 antibody (#ab92742, Abcam), anti-cleaved Caspase-3 antibody (#9664, Cell Signaling Technology). Semi-quantification analysis was performed by calculating percentage of positive staining cell under 200× magnification with the following formula: % of positive cell = counts of positive staining tumor nuclei/counts of all nuclei.

### Statistical Analysis

Three independent experiments were performed for all the *in vitro* assays, and each was done in triplicate. Results are reported as mean ± standard deviation (SD). The significance of differences between two groups was assessed by the Student’s t test. The multiple t-test was used to evaluate the difference of tendency of xenograft tumor growth. Statistical analyses were performed with GraphPad Prism v8.0. All the P values were two-sided and P <0.05 was considered as statistically significant.

## Results

### YK-4-279 Significantly Inhibited Thyroid Cancer Viability

To investigate the effect of YK-4-279 on thyroid cancer, cell viability assay was first performed in nine thyroid cancer cell lines with different genetic backgrounds. As shown in **Figure 1**, treatment with 0.3 µM of YK-4-279 significantly inhibited the cell viability in most of the cell lines, and 3 or 10 µM of YK-4-279 almost abolished cell viabilities in all of the nine cell lines. The IC50 values for *BRAF*-mutant cell lines and *BRAF*-wild-type (WT) cell lines were 0.800 and 0.737 μM, respectively (P = 0.867); the IC50 values for *TERT* promoter mutation harboring cells and *TERT*-WT cells were 0.717 and 0.861 μM, respectively (P = 0.713). Moreover, there is no significant difference of the IC50 among the cell groups when we divided the cell lines into four groups based on the *BRAF* and *TERT* mutation status (**Supplementary Figure 1**). These data suggested that YK-4-279 suppressed thyroid cancer viability independent of *BRAF* V600E or *TERT* promoter mutations.

**Figure 1:**
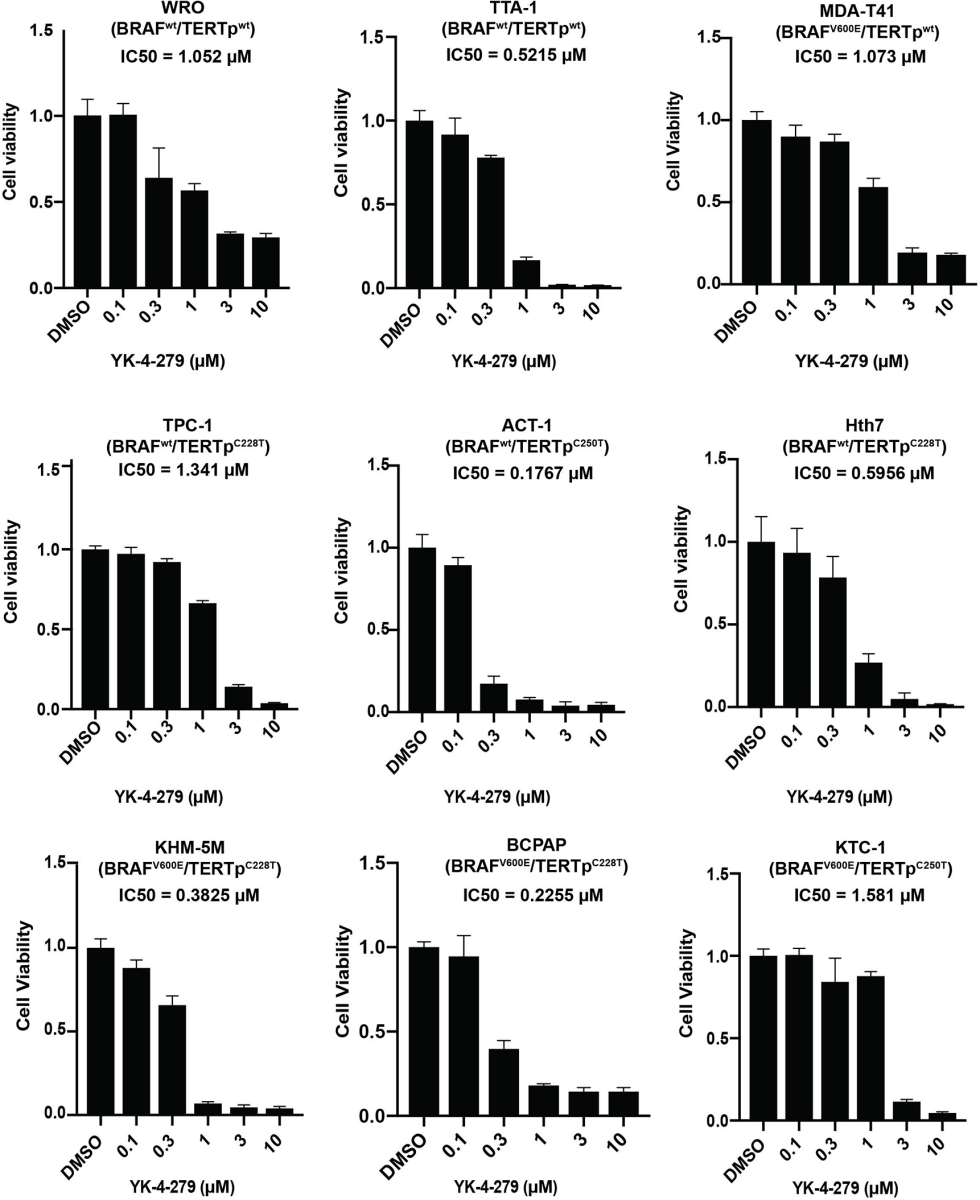
Effects of YK-4-279 on cell viability of thyroid cancer cells. Cells with different genetic backgrounds were treated by YK-4-279 with indicated concentrations for 5 days, followed by the CCK-8 assay. Drug with fresh medium was replenished every other day. Data represent relative cell growth at each indicated concentration of YK-4-279 in comparison with the control (0.1% DMSO). The results were shown as mean ± standard deviation (SD) of three independent experiments.

### YK-4-279 Suppressed TERT Expression in Thyroid Cancer Cells

Since TERT is a master regulator in human cancer and plays vital roles in thyroid cancer, we hypothesized that the effect of YK-4-279 on thyroid cancer viability may be mediated, at least partially, by regulating TERT expression. To address this, we treated cells with YK-4-279 and tested the promoter activity and mRNA expression of TERT in thyroid cells. Luciferase assay showed that YK-4-279 reduced luciferase activities in thyroid cells transfected with wild-type, C228T, and C250T-mutant *TERT* promoter (**Figure 2A**). Consistently, treatment of thyroid cancer cells with YK-4-279 for 24 h significantly decreased TERT expression in either *TERT* promoter-WT or *TERT* promoter-mutant cell lines in a dose-dependent manner (**Figure 2B**). These results indicated that YK-4-279 regulated *TERT* transcription in a *TERT* promoter mutation-independent manner.

**Figure 2:**
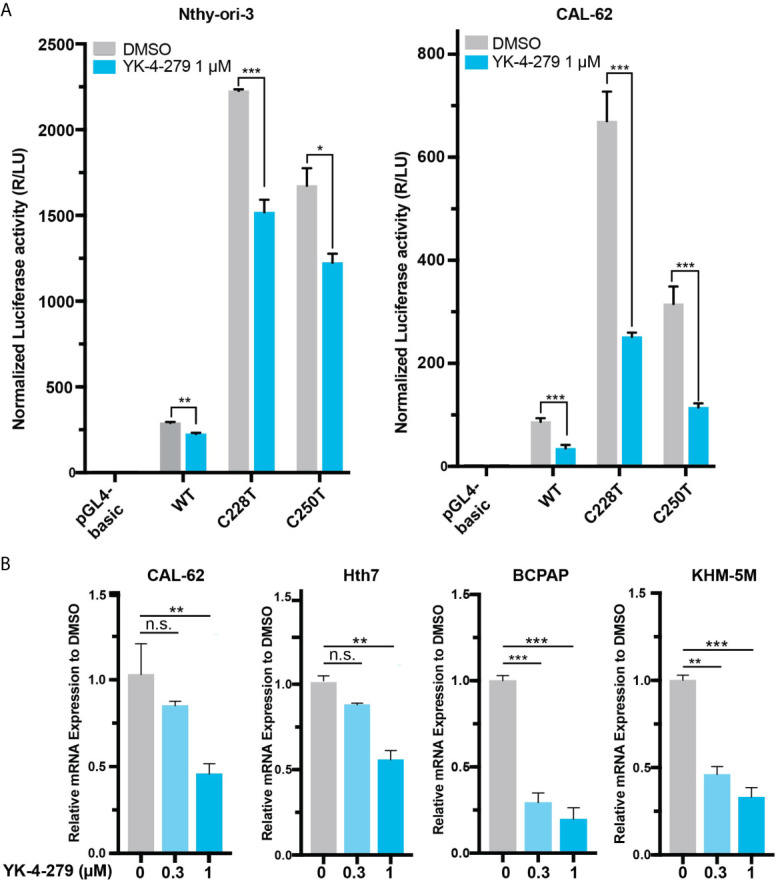
YK-4-249 regulates TERT expression in a *TERT* promoter mutation-independent manner. **(A)** YK-4-279 attenuated *TERT* promoter activities. Luciferase reporter plasmids carrying the wild-type (WT), C228T, or C250T mutant *TERT* promoters were transient transfected into Nthy-ori-3 and CAL62 cells, and then the cells were treated with 1 μM of YK-4-279 for 16  h, followed by luciferase reporter assay. **(B)** YK-4-279 treatment inhibited the mRNA expression of *TERT*. Four cancer cell lines harboring either *BRAF* V600E and/or *TERT* promoter mutation were treated with 1 μm of YK-4-279 for 24 h, followed by qRT-PCR for *TERT* mRNA expression detection. *P < 0.05, **P < 0.01, ***P < 0.001, by two-tailed Student’s t test. n.s., not significant. All the values represent the average ± standard deviation (SD) of triplicate samples from a typical experiment. Similar results were obtained in two additional independent experiments.

### YK-4-279 Treatment Attenuated the Aggressive Characteristics of Thyroid Cancer

To comprehensively investigate the effects of YK-4-279 on aggressive behaviors of thyroid cancer cells, we next used *in vitro* models to examine the roles of YK-4-279 in oncogenic behaviors of aggressive thyroid cancer cell lines harboring both *BRAF* V600E and *TERT* promoter mutations (BCPAP and KHM-5M) or harboring *TERT* promoter mutation only (Hth7). As shown in **Figure 3A**, YK-4-279 inhibited anchorage-dependent survival of BCPAP, KHM-5M and Hth7 in plain six-well plates in a dose-dependent manner. Cell cycle is another important parameter for cell proliferation and survival. Previous papers indicated that YK-4-279 impeded cell proliferation *via* G2/M arrest in Ewing’s sarcoma (32) and neuroblastoma (25). We further investigated the role of YK-4-279 on cell cycle *via* flow cytometry. After administration of YK-4-279 for 16 h, significantly increased G2/M proportion was observed when treated with 1 μM of YK-4-279 in all cell lines that we tested, showing that YK-4-279 induced G2/M arrest in thyroid cell lines (**Figure 3B**).

**Figure 3:**
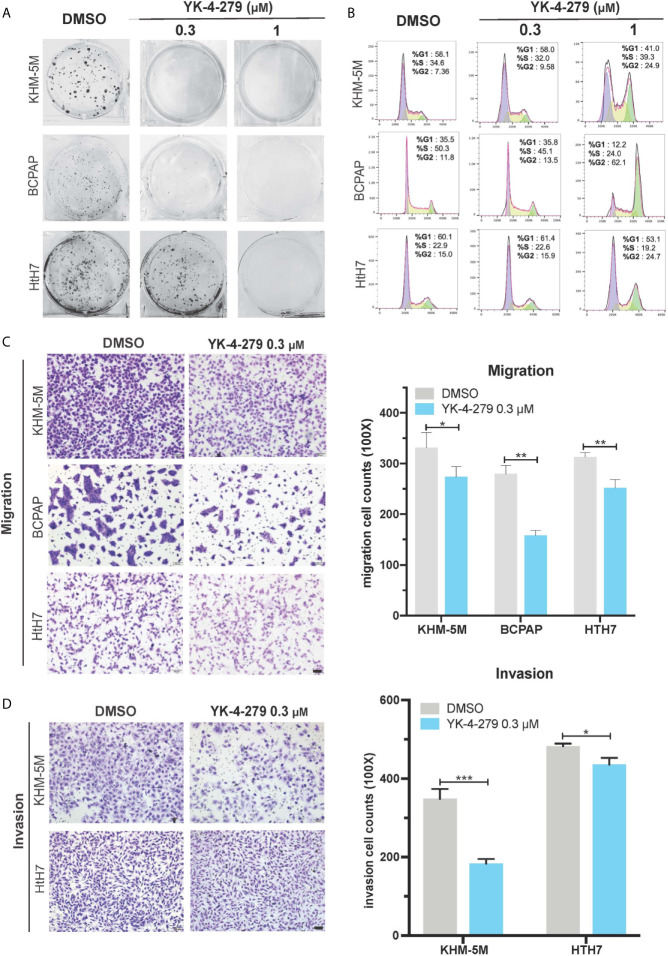
Effects of YK-4-279 on the oncogenic behaviors of thyroid cancer cells. Thyroid cancer cells were treated with DMSO or YK-4-279, followed by performance of monolayer colony formation **(A)**, cell cycle analysis **(B)**, Transwell cell migration **(C)** and cell invasion assays **(D)**. “DMSO” in **(A−D)** represented 0.1% of DMSO in fresh culture media. The scale bars in panels **(C**, **D)** represent 100 μm. *P < 0.05, **P < 0.01, ***P < 0.001, by two-tailed Student’s t test. All the values represent the average ± standard deviation (SD) of triplicate samples from a typical experiment. Similar results were obtained in two additional independent experiments.

In addition to cell proliferation and survival, migration and invasion are crucial properties of cancer aggressiveness. Since no significant increase of G2/M proportion of cell cycle in thyroid cancer cell lines was observed after 16 h of YK-4-279 treatment at 0.3 μM (**Figure 3B**), we used this concentration to investigate the effect of cell migration and invasion of thyroid cancer *via* Boyden chamber with or without Matrigel, respectively. Our data showed that 0.3 μM of YK-4-279 significantly reduced cell migration and invasion in all tested cell lines (**Figures 3C, D** **)**. Thus, we confirmed that YK-4-279 displayed regressive role on the oncogenic behaviors of thyroid cancer in a dose-dependent manner. Taken together, these data demonstrated that YK-4-279 significantly suppressed aggressive characteristics of thyroid cancer cells *in vitro*.

### YK-4-279 Induced Apoptosis in Thyroid Cancer Cells

After treating thyroid cancer cells with YK-4-279 at different concentrations (0, 0.3, and 1 μM) for 24 h, increased floating apoptotic cells with round-shaped morphology were observed (**Figure 4A**), indicating that YK-4-279 may induce apoptosis in these cells. To confirm this, we performed PI/Annexin-V double staining assay in YK-4-279 treated cell lines and detected the apoptotic cells by flow cytometry. As a result, we found that the proportions of apoptotic (Annexin V-positive) cells were increased by four to nine times after treatment by 1 μM of YK-4-279 compared to the DMSO groups (**Figure 4B**, **Supplementary Figure 2**). Furthermore, we examined activity of caspase-3/7, two major apoptosis-related effector, in treated thyroid cell lines and observed a dose-dependent enhancement of caspase-3/7 activity in all tested cell lines (**Figure 4C**). These results showed that YK-4-279 induced cell apoptosis in thyroid cancer cells.

**Figure 4:**
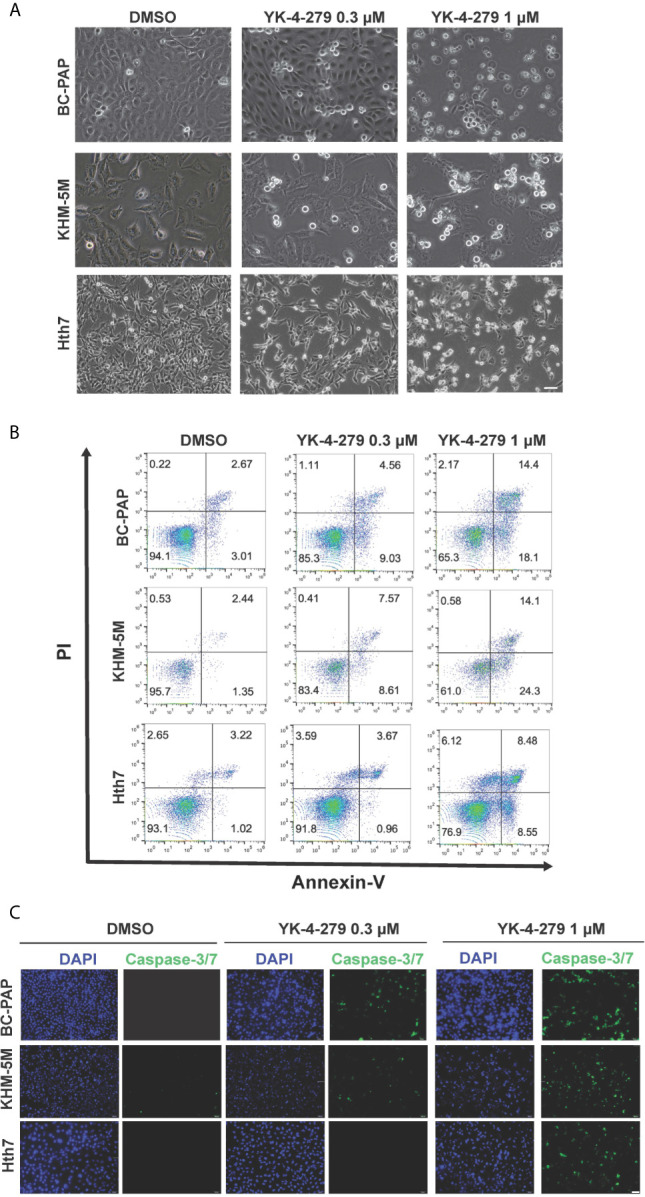
YK-4-279 induces cell apoptosis in thyroid cancer cells. Thyroid cancer cells (KHM-5M, BCPAP, and Hth7) were treated with DMSO or different dosages of YK-4-279 for 24 h. **(A)** Cell morphological changes (200×) after DMSO or YK-4-279 treatment. **(B)** Flow cytometry analysis of apoptosis by PI/Annexin-V staining. **(C)** Examination of caspase-3/7 activity after DMSO or drug treatment. The scale bars in panels **(A, C)** represent 100 μm. Similar results were obtained in two additional independent experiments.

### Putative Targets for YK-4-279 Treatment

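KHM-5M is a thyroid cancer cell line. RNA from KHM-5M cells kept for 24 h with DMSO, with 0.3 μM or with 1 μM of YK-4-279 was sequenced, with 3 samples in each of the 3 groups. The methods describe 2 biological replicates per condition, while the sample labels and Supplementary Figure 3 give 3. When all 3 samples per group were entered in DESeq2, the log2 fold changes differed from those in the authors' deposited table by a median of 9.12e-07 over 29126 genes at 0.3 μM and of 8.80e-07 over 28890 genes at 1 μM. All 3 samples per group were therefore used. The methods name a stranded mRNA library kit and a small RNA library kit, and the labels name an RNA kit with poly(A) selection. The paper's text does not name whether strand was used in counting.

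The authors aligned the reads to the GRCh38 genome with Hisat2 and counted them per gene with HTseq. The deposited table lists 58735 genes, of which 19951 are protein-coding, with a read count and an FPKM value for each sample. The counts summed to between 16903251 and 17716135 per sample in DMSO (median 17077678). The sums were 17551482 to 17966028 (median 17718114) at 0.3 μM and 17046332 to 18238884 (median 17449628) at 1 μM. At this depth a count of 0 allows up to 3 counts, or 0.164 to 0.177 CPM (counts scaled to the library total), a limit that covers counting error only. The 10 most abundant genes took 5.29% to 5.95% of the counts. Within groups, each of the 9 pairs of samples differed by more than the sampling noise (chi-square per degree of freedom 3.2 to 10.7), so no sample was treated as a copy of another.

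The counts were tested with edgeR's quasi-likelihood test after TMM normalization, using only the groups compared and the genes kept by edgeR's filter at a minimum count of 10. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. A DEG was a protein-coding gene with an absolute log2 fold change over 0.587, which is 1.5-fold, and an adjusted p under 0.05. The methods give both a P-value threshold and an adjustment of P-values, so the unadjusted p was run as an alternative. The tests, thresholds, gene lists and alternatives were fixed before the data were examined, except those described as chosen afterwards. For a single gene, 3 samples against 3 cannot give a two-sided exact permutation p below 0.1, so the p-values given for genes come from the model fitted across all genes.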

To systematically explore gene expression profile and pathway affected by YK-4-279, RNA-seq was performed in KHM-5M cells treated with DMSO or YK-4-279 at different dosages (0.3 and 1 μM). Compared with the control group, 390 and 4,377 differentially expressed genes (DEGs) were identified in KHM-5M cells treated with 0.3 and 1 μM of YK-4-279, respectively. Furthermore, 214 DEGs were overlapped in both two treated groups (**Figure 5A**). 

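At 0.3 μM of YK-4-279, 15762 genes were tested against DMSO, and the number of DEGs was 0. An unadjusted p under 0.05 was reached by 594 genes (3.77%), fewer than the 788 that an even spread of p-values would give. The lowest adjusted p, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was 0.143 for GPR89A, with a log2 fold change of 1.06 (standard error 0.17) and higher values in 3 of 3 treated samples. GPR89A shares reads with its near-identical copy GPR89B, and the sum of both genes rose by 0.38 on the log2 scale.

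At 1 μM, 15617 genes were tested, 4985 (31.9%) had an unadjusted p under 0.05 and 2752 an adjusted p under 0.05. There were 504 DEGs, 201 of them higher and 303 lower than in DMSO, with a median absolute log2 fold change of 0.82. In 456 of these DEGs the mean was at least 1 CPM and all 3 treated samples lay on the same side of all 3 DMSO samples. Chance gives this separation in 10% of genes not chosen on these samples, and the DEGs were chosen on them, so the number is not independent evidence.

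Of the alternatives that changed a single choice, dropping the 1.5-fold cutoff moved the count at 1 μM most, to 2338 genes with 1178 higher and 1160 lower, and the unadjusted p moved the count at 0.3 μM most, to 71. With genes of all biotypes the count at 1 μM was 858, with 214 higher and 644 lower, so the balance of directions depended on these choices. With each sample left out in turn, the count at 1 μM was between 415 and 513. At 0.3 μM it was 0 in each such fit except the one without replicate 3 of the 0.3 μM group, which gave 3.

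Coordinates are those of GRCh38. The DEG with the largest rise at 1 μM was EGR1 (ENSG00000120738, chromosome 5 from 138465490 to 138469315), with 2 to 14 counts per sample in DMSO and 52 to 76 at 1 μM. CCL20 (ENSG00000115009, chromosome 2 from 227805739 to 227817564) went from between 7 and 20 counts to between 69 and 88. PTGS2 (ENSG00000073756, chromosome 1 from 186671791 to 186680427) had 19 to 24 counts in DMSO and 79 to 247 at 1 μM, a wide spread between treated replicates. Their log2 fold changes were 3.10 (standard error 0.39), 2.71 (standard error 0.32) and 2.70 (standard error 0.36), with adjusted p of 0.000159, 9.44e-05 and 0.000252 from edgeR with Benjamini-Hochberg adjustment. With each sample left out, the log2 fold change was 2.66 to 3.82 for EGR1, 2.45 to 3.31 for CCL20 and 2.14 to 2.98 for PTGS2.

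The largest falls were those of SCT (ENSG00000070031, chromosome 11 from 626431 to 627143), SLC25A27 (ENSG00000153291, chromosome 6 from 46652915 to 46678193) and AC013394.1 (ENSG00000279765, chromosome 15 from 92883413 to 92949230). SCT had 27 to 41 counts in DMSO and 7 to 9 at 1 μM, SLC25A27 had 38 to 50 and 12 to 13, and AC013394.1 had 29 to 39 and 9 to 11. Their log2 fold changes were -2.14 (standard error 0.35), -1.81 (standard error 0.30) and -1.77 (standard error 0.32), with adjusted p of 0.000997, 0.00106 and 0.00204 from the same edgeR test with Benjamini-Hochberg adjustment. AC013394.1 overlaps CHD2 and LINC01578 on the same strand, so its counts are uncertain. All 6 genes were separated between groups in 3 of 3 samples and had an adjusted p of at most 0.0133 (edgeR, Benjamini-Hochberg) whichever sample was left out.

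**Figure D1:**
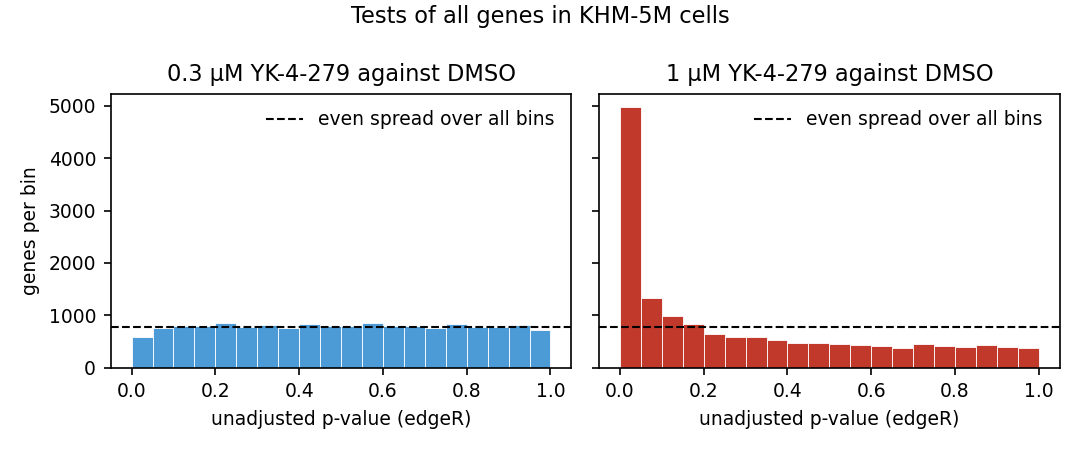
Number of genes (y axis) by unadjusted p-value of edgeR's quasi-likelihood test (x axis, 20 bins) for 0.3 μM and for 1 μM of YK-4-279 against DMSO, with 3 samples per group. At 0.3 μM the first bin holds 594 genes against 731 to 861 in the other bins, while at 1 μM the other bins hold 370 to 1333 genes and the first bin stands far above them.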

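With 0 DEGs at 0.3 μM, the number of DEGs common to both doses was 0 as well. When the unadjusted p replaced the adjusted p and the other criteria were kept, 27 genes were DEGs at both doses. Without replicate 3 of the 0.3 μM group the number was 1. By the unadjusted p alone, 337 genes were under 0.05 at both doses, 331 of them in the same direction.

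Both comparisons use the same DMSO samples, which gives some overlap without any effect of the drug. In 20 simulated sets of libraries with both treated groups unchanged, a median of 149 genes (135 to 175) had an unadjusted p under 0.05 in both comparisons. With 0.3 μM unchanged and 1 μM changed as fitted, the median was 334.5 genes (296 to 361), of which 267.5 (231 to 291) went in the same direction. These simulated libraries gave more genes with an unadjusted p under 0.05 at 0.3 μM than the real ones, 745 (696 to 778) against 580 of the genes tested in both comparisons. As a share of those genes, the overlap in the same direction was 57.1% in the data and 36.0% (32.0% to 38.4%) in the simulation.

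Of the DEGs at 1 μM, 489 were also tested at 0.3 μM. The change at 0.3 μM had the same direction in 420 of them (85.9%), against 65.5% (60.8% to 68.4%) in the simulated libraries. Those libraries gave 768.5 DEGs at 1 μM (730 to 802), more than the 489 in the data. In simulations chosen after these values were seen, the changes at 1 μM were shrunk on the log2 scale to 0.9 or 0.8 of their size, which gave 573.5 and 416.5 DEGs. The share in the same direction was then 67.8% (63.7% to 72.5%) and 69.2% (65.1% to 74.1%).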

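The study selected 40 genes for display at both doses. The 20 genes shown as upregulated were IL1B, RRAD, CXCL8, GPR89A, NFKBIE, KLF11, SERPINA1, DLX2, HIST3H2A, FOSL1, ICAM1, CSRNP1, LIF, CCZ1B, RELB, ADGRG1, AHNAK2, ATMIN, SQSTM1 and FRAT2. The 20 shown as downregulated were LUC7L3, MTERF2, DZIP1L, DDX11, LUC7L, AC091057.6, KATNBL1, AC068831.7, ACCS, CCDC14, MARCH1, PNISR, PPFIA4, ATG16L2, RNPC3, NRIP2, GDPD3, ANKRD36, MSH5 and WDR27.

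All 40 genes changed in the displayed direction at both doses. At 1 μM, 40 had an adjusted p under 0.05 and 37 were DEGs. The exceptions were ADGRG1, AHNAK2 and CCZ1B, whose log2 fold changes of 0.45, 0.58 and 0.41 did not reach the fold cutoff. Between 33 and 37 of the genes were DEGs when each sample was left out in turn. At 0.3 μM, 0 had an adjusted p under 0.05 and 40 had an unadjusted p under 0.05. Adjusted over the list alone, 40 passed at either dose, which is not independent evidence because the study chose the list on these samples. The groups did not overlap for 40 genes at 1 μM and for 30 at 0.3 μM. Chance gives 10% for genes not chosen on these samples.

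The median log2 fold change of the upregulated genes was 0.37 at 0.3 μM and 0.67 at 1 μM, and that of the downregulated genes was -0.29 and -0.91. In 38 of the 40 genes the change was larger at 1 μM. In the direct comparison of the doses, 26 of the 40 had an adjusted p under 0.05, 10 of them upregulated and 16 downregulated.

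IL1B (ENSG00000125538, chromosome 2 from 112829751 to 112836903) had the largest rise of the 40 genes, with a log2 fold change of 0.55 at 0.3 μM and of 1.85 (standard error 0.13) at 1 μM. Its adjusted p at 1 μM was 6.33e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was higher in 3 of 3 samples. RRAD (ENSG00000166592, chromosome 16 from 66921679 to 66925644) rose by 0.83 at 0.3 μM and by 1.56 (standard error 0.15) at 1 μM on the log2 scale. The largest fall was that of MSH5 (ENSG00000204410, chromosome 6 from 31739948 to 31762834), with log2 fold changes of -0.43 and -1.58 (standard error 0.15). Its adjusted p at 1 μM was 1.74e-05 (edgeR, Benjamini-Hochberg), and it was lower in 3 of 3 samples. MSH5 overlaps SAPCD1 on the same strand, and AC068831.7, AC091057.6, DZIP1L and RNPC3 also overlap other genes on their strand. Ranked by log2 fold change among all DEGs at 1 μM, IL1B was 13 and MSH5 12 in their direction. Both were within the 20 largest changes, and the other 38 genes were not. Ranks among genes changed at both doses were not computed.

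The genes with a smaller change at 1 μM than at 0.3 μM were CCZ1B and GPR89A. CCZ1B (ENSG00000146574, chromosome 7 from 6794134 to 6826770) had a log2 fold change of 0.56 at 0.3 μM and GPR89A (ENSG00000117262, chromosome 1 from 145607990 to 145670648) had 0.69 at 1 μM. Both share reads with near-identical copies. The sum of CCZ1B and CCZ1 rose by 0.52 at either dose, while the sum of GPR89A and GPR89B at 1 μM had a log2 fold change of 0.14 (standard error 0.18), with an adjusted p of 0.638 from edgeR with Benjamini-Hochberg adjustment. The DEG call on GPR89A at 1 μM is therefore uncertain. In the direct comparison of the doses neither gene passed, with an adjusted p of 0.545 for CCZ1B and 0.171 for GPR89A (edgeR, Benjamini-Hochberg). CCZ1B had an adjusted p of 0.0356 at 1 μM (edgeR, Benjamini-Hochberg), with a range of 0.000178 to 0.168 over the alternatives. The highest came without replicate 2 of the 1 μM group, where its log2 fold change was 0.24. The calls on GDPD3 and MTERF2 were also lost with single samples left out, GDPD3 furthest without replicate 1 of DMSO (adjusted p 0.104 by edgeR with Benjamini-Hochberg adjustment).

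**Figure D2:**
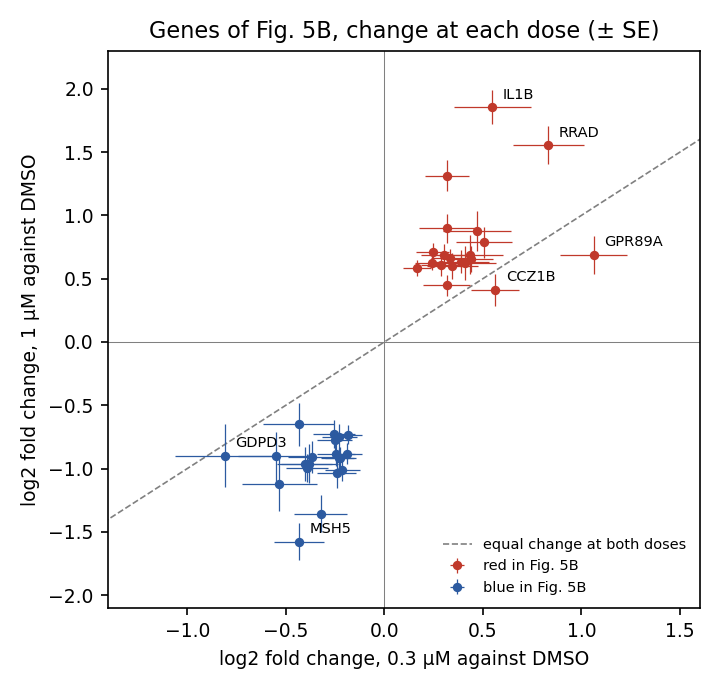
Log2 fold change against DMSO at 0.3 μM (x axis) and at 1 μM (y axis) of the 20 genes shown as upregulated (red) and the 20 shown as downregulated (blue), with bars of 1 standard error from edgeR. The dashed line marks equal change at both doses, and 38 of the 40 genes lie further from 0 at 1 μM than at 0.3 μM.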

The top 20 upregulated and downregulated DEGs were presented in **Figure 5B**. To interpret the crucial pathways affected by YK-4-279, gene ontology (GO) enrichment analysis based on the DEGs was performed. 

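GO annotation was not used here. Lists of genes written by hand stand for the processes the terms describe, and they are not the GO terms themselves. For each list, the DEGs at 1 μM were compared with all 12900 protein-coding genes tested, of which 504 (3.91%) were DEGs, by a one-sided Fisher's exact test adjusted by the Benjamini-Hochberg method over 4 lists. The direction of each list was tested with limma's camera, adjusted over 11 lists.

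The DNA replication list held 5 DEGs among 68 genes (7.35%), an odds ratio of 1.96 with an exact p of 0.126 and an adjusted p of 0.126. The DEGs were CDC45, CHTF18, DNA2, POLA2 and TICRR, all lower at 1 μM. The fold cutoff and the direction counted moved this result most, since the odds ratio was 8.42 without the cutoff and 0 with higher DEGs only. It also passed the threshold when only lower DEGs were counted (odds ratio 3.34), without replicate 3 of DMSO (2.97) and without replicate 1 of the 1 μM group (2.67). The list's median log2 fold change was -0.30, and 44 genes had an adjusted p under 0.05, 43 of them lower and 1 higher. Adjusted over the list alone, the number was 50. The list as a set was lower (camera adjusted p = 7.16e-17), in 3 of 3 treated samples.

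In the chromosome segregation list, 6 of 76 genes (7.89%) were DEGs, with an odds ratio of 2.12 and an exact p of 0.0763, or 0.102 after adjustment. These were CDK1, CENPC, CENPE, CENPF, CENPK and PRC1, all lower. CENPE and CENPF overlapped between the groups of samples, and PRC1 overlaps AC068831.7 on the same strand. The odds ratio was 4.11 with no fold cutoff and 3.62 with lower DEGs only, and both passed the threshold. It passed as well without replicate 1 of DMSO (3.32), replicate 3 of DMSO (2.63) or replicate 2 of the 1 μM group (2.59). The median log2 fold change was -0.21 (camera adjusted p = 3.47e-11, lower in 3 of 3 samples), with 36 genes at an adjusted p under 0.05 and 47 when adjusted over the list alone.

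For the meiosis list, 5 of the 23 genes tested (21.7%) were DEGs, all lower, among them MSH5, CNTD1 and FANCM. The odds ratio was 6.89, with an exact p of 0.00167 and an adjusted p of 0.00335. With DESeq2 the odds ratio was 4.75 and the adjusted p from Fisher's exact test 0.0649, and with no fold cutoff the odds ratio was 2.41. Over the alternatives that counted both directions, the adjusted p lay between 0.00112 and 0.0649. The median log2 fold change was -0.37 (camera adjusted p = 4.19e-05, lower in 3 of 3 samples), and 8 genes had an adjusted p under 0.05, or 13 when adjusted over the list alone.

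Camera was run with a preset correlation between genes of 0.01. With the correlation estimated from the data, the adjusted p was 0.0260 for DNA replication, 0.126 for chromosome segregation and 0.0339 for meiosis. With limma's fry it was 0.00128, 0.00743 and 0.00128, so the call on chromosome segregation held under fry and not under the estimated correlation. At 0.3 μM the median log2 fold changes of the lists were -0.09, -0.07 and -0.07. Camera gave adjusted p of 1.01e-06, 4.07e-06 and 0.0349 there with the preset correlation, but 0.242, 0.275 and 0.275 with the estimated one, and fry gave 0.303 for each (limma, Benjamini-Hochberg), so no call at 0.3 μM held under either. The genes of these lists with an adjusted p under 0.05 at 0.3 μM numbered 0.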

Results showed that the YK-4-279 treatment was significantly associated with biological processes including DNA replication, nuclear division, chromosome segregation, and meiotic cell cycle (**Figure 5C**). In addition, molecular function enrichment analysis revealed that catalytic activity, DNA helicase activity, DNA-dependent ATPase activity, and ATP-dependent DNA helicase activity were remarkably correlated with YK-4-279 (**Figure 5D**). 

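A list of DNA helicases, also written by hand, held 9 DEGs among the 60 genes tested (15.0%). The odds ratio was 4.40, with a one-sided Fisher's exact p of 0.000494 and an adjusted p of 0.00198 over the same 4 lists. The DEGs were ATRX, BRIP1, DDX11, DNA2, FANCM, HELLS, PIF1, RAD54L and RTEL1, all lower at 1 μM. Replicate 2 of DMSO decided this call, since without it the odds ratio was 2.48 and the adjusted p from Fisher's exact test 0.123. With each of the other samples left out, the odds ratio was between 3.65 and 5.47.

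Over all 60 helicases the shift was small, with a median log2 fold change of -0.11, although the set was lower by camera (adjusted p = 7.81e-05, lower in 3 of 3 samples). With an estimated correlation the adjusted p was 0.0339 and with fry 0.00128. An adjusted p under 0.05 was found for 25 of the genes, 21 lower and 4 higher, and for 28 when adjusted over the list alone. The per-sample medians, relative to the DMSO mean, were -0.11 to -0.06 at 1 μM and -0.03 to 0.03 in DMSO. The list shares 10 genes with the DNA replication list and 10 with the genes of Fig. 5E, which the study chose on these samples. Of the 9 DEGs, 6 are in Fig. 5E, namely BRIP1, DDX11, DNA2, HELLS, PIF1 and RTEL1. Among the 50 tested helicases outside Fig. 5E, 3 were DEGs. Enrichment without the Fig. 5E genes was not tested, so the odds ratio is not independent of that choice.

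**Figure D3:**
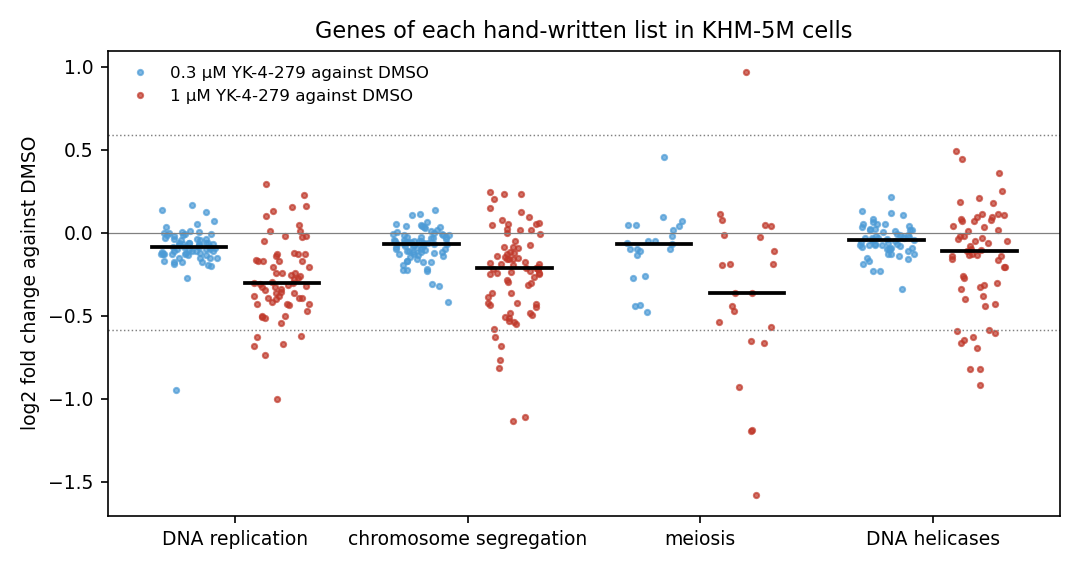
Log2 fold change against DMSO (y axis) of each gene in the DNA replication, chromosome segregation, meiosis and DNA helicase lists at 0.3 μM (blue) and 1 μM (red) of YK-4-279. Each point is a gene, black bars are medians (-0.30, -0.21, -0.37 and -0.11 at 1 μM) and dotted lines mark a change of 1.5-fold.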

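The genes considered were BLM, BRIP1, CHD1, DDX11, DDX46, DHX35, DNA2, HELLS, MOV10, PIF1, RECQL4, RTEL1 and SHPRH. Expression relative to the DMSO mean was computed from the authors' FPKM values, which they normalized for gene length and library size. At 1 μM all 13 genes were lower, with a median log2 fold change of -0.58, and in all 13 the samples of the groups did not overlap, which chance gives for 10% of genes not chosen on the same samples. In 12 of the 13 genes the adjusted p was under 0.05, and in 6 the fall also passed 1.5-fold. Adjusted over the list alone, 13 passed, which is not independent evidence because the study chose these genes on the same samples. With each sample left out in turn, 9 to 13 passed over all genes tested. At 0.3 μM, 0 had an adjusted p under 0.05 and 3 had an unadjusted p under 0.05, namely DDX11, DDX46 and HELLS.

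DDX11 (ENSG00000013573, chromosome 12 from 31073845 to 31104791) had 1390 to 1555 counts per sample in DMSO and 680 to 849 at 1 μM. Its relative expression at 1 μM was 0.537 ± 0.065 (SD, n = 3) and its log2 fold change -0.91 (standard error 0.08), with an adjusted p of 1.44e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DDX11 shares reads with its copy DDX12P, and the sum of both had a log2 fold change of -0.94. BLM (ENSG00000197299, chromosome 15 from 90717327 to 90816165) had a relative expression of 0.745 ± 0.036 (SD, n = 3), with a log2 fold change of -0.44 and an adjusted p of 0.00192 (edgeR, Benjamini-Hochberg).

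RTEL1 (ENSG00000258366, chromosome 20 from 63657810 to 63696253) was among the less deeply covered, with 62 to 99 counts in DMSO and 43 to 45 at 1 μM. Its relative expression was 0.572 ± 0.017 (SD, n = 3) and its log2 fold change -0.82 (standard error 0.21), with an adjusted p of 0.0162 (edgeR, Benjamini-Hochberg). This call depended on single samples. The adjusted p from the same edgeR test with Benjamini-Hochberg adjustment was 0.0616 without replicate 2 of DMSO and 0.0523 without replicate 1 of the 1 μM group, in a range of 0.00539 to 0.0616 over the alternatives. RTEL1 overlaps RTEL1-TNFRSF6B on the same strand, and the sum of both had a log2 fold change of -1.19.

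The remaining relative expression values were 0.646 for HELLS, 0.654 for DNA2, 0.666 for BRIP1, 0.671 for PIF1, 0.674 for SHPRH, 0.778 for RECQL4 and 0.803 for MOV10. The smallest changes were those of DHX35 (0.862), DDX46 (0.869) and CHD1 (0.877 ± 0.027, SD, n = 3). CHD1 (ENSG00000153922, chromosome 5 from 98853985 to 98928957) had a log2 fold change of -0.21 (standard error 0.07) and an adjusted p of 0.0518, with 0.0137 to 0.172 over the alternatives (edgeR and DESeq2, Benjamini-Hochberg), the lowest without replicate 1 of DMSO. DHX35 had an adjusted p of 0.0474, with 0.0206 to 0.154 over the alternatives, and DDX46 had 0.0279, with 0.00336 to 0.122 (edgeR and DESeq2, Benjamini-Hochberg). Both lost the adjusted p under 0.05 in 5 of the 6 fits that left out a sample, with the highest values without replicate 2 of the 1 μM group for DDX46 and without replicate 3 of that group for DHX35. HELLS and DDX46 overlap TBC1D12 and C5orf24 on the same strand.

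In the DNA helicase list, 50 genes outside these were tested at 1 μM. Of these 16 had an adjusted p under 0.05, 12 lower and 4 higher, or 18 when adjusted over the list alone. Their median log2 fold change was -0.05.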

Consistently, a number of DNA helicase genes were significantly downregulated after YK-4-279 treatment (**Figure 5E**), indicating a potentially pivotal role of DNA helicase activity in mediating the effect of YK-4-279 in thyroid cancer. Moreover, we checked the expression of several genes that were previously reported to be affected by YK-4-279 in Ewing’s sarcoma (32, 33) and found that the expressions of TERT and UBE2C (Ubiquitin Conjugating Enzyme E2-C) were reduced after YK-4-279 treatment in our cell lines (**Figure 5F**). 

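Fig. 5F shows 7 genes. Of these, 3 had an adjusted p under 0.05 at 1 μM, namely TERT, UBE2C and EZH2, and the number was also 3 when adjusted over the list alone. The study took the genes from earlier reports and the paper's text does not name how it selected among them, so the second count is not independent evidence. By the unadjusted p the number was 5. At 0.3 μM, 0 had an adjusted p under 0.05 and 0 an unadjusted p under 0.05.

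TERT (ENSG00000164362, chromosome 5 from 1253147 to 1295069), the catalytic subunit of telomerase, had 84 to 107 counts per sample in DMSO and 50 to 61 at 1 μM. Its expression relative to the DMSO mean, on the FPKM scale, was 1.19 ± 0.145 (SD, n = 3) at 0.3 μM and 0.587 ± 0.052 (SD, n = 3) at 1 μM. At 1 μM the log2 fold change was -0.78 (standard error 0.18), with an adjusted p of 0.00826 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was lower in 3 of 3 samples. It stayed between -0.86 and -0.69 with each sample left out.

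UBE2C (ENSG00000175063, chromosome 20 from 45812576 to 45816957) had a relative expression of 0.967 ± 0.042 (SD, n = 3) at 0.3 μM and 0.738 ± 0.039 (SD, n = 3) at 1 μM. The log2 fold change at 1 μM was -0.46 (standard error 0.06) and the adjusted p 0.000174 (edgeR, Benjamini-Hochberg). EZH2 (ENSG00000106462, chromosome 7 from 148807383 to 148884321) was at 0.725 ± 0.026 (SD, n = 3) at 1 μM, with a log2 fold change of -0.48 (standard error 0.06) and an adjusted p of 0.000159 (edgeR, Benjamini-Hochberg). Both were lower in 3 of 3 samples.

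The other genes did not pass the threshold. Relative expression at 1 μM was 1.104 ± 0.033 for MCL1, 1.16 ± 0.028 for UPP1, 0.805 ± 0.110 for GLI1 and 1.01 ± 0.027 for BCL2 (SD, n = 3 each). GLI1 had 15 to 32 counts in DMSO and 15 to 21 at 1 μM, and whether a change of this size could be detected at such counts was not tested. Its log2 fold change was -0.33 and turned to 0.01 without replicate 2 of DMSO. UPP1 had an adjusted p of 0.140, with 0.0229 to 0.321 over the alternatives (edgeR and DESeq2, Benjamini-Hochberg), the lowest without replicate 1 of DMSO.

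From the molecular function terms and the lower expression of DNA helicase genes after YK-4-279, the paper proposes that DNA helicase activity has a potentially pivotal role in the effect of the drug in thyroid cancer.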

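ETS transcription factors share a DNA-binding domain. Of 28 ETS genes looked up, 18 had enough counts to be tested at 0.3 μM and 17 at 1 μM. At 0.3 μM, 0 had an adjusted p under 0.05 and 0 an unadjusted p under 0.05. At 1 μM, 5 of 17 had an adjusted p under 0.05, all higher, and none of the 17 passed 1.5-fold. The number was also 5 when adjusted over the list alone, and 7 by the unadjusted p. The log2 fold changes of the 17 genes lay between -0.08 and 0.35, with a median of 0.15. In 9 of the 17 genes the groups did not overlap at 1 μM, where chance gives 10%.

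ELF1 (ENSG00000120690, chromosome 13 from 40932028 to 41061440) had the largest change, a log2 fold change of 0.35 (standard error 0.07) with an adjusted p of 0.00344 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was higher in 3 of 3 samples, and its adjusted p (edgeR, Benjamini-Hochberg) was at most 0.0268 with each sample left out. The log2 fold changes of ETV3, ETV5, ETS1 (ENSG00000134954, chromosome 11 from 128458761 to 128587558) and ELK3 were 0.26, 0.20, 0.19 and 0.17, each higher in 3 of 3 samples. Their adjusted p were 0.0183, 0.0459, 0.0336 and 0.0440 (edgeR, Benjamini-Hochberg). Of the 6 fits that left out a sample, the call was lost in 5 for ELK3, in 4 each for ETS1 and ETV5 and in 3 for ETV3. ETV5 overlaps DGKG on the same strand. The number of ETS genes with an adjusted p under 0.05 was 3 in the fit of all 9 samples. It fell furthest, to 1, without replicate 3 of DMSO or without replicate 3 of the 1 μM group. It was 2 without replicate 2 of the 1 μM group, 3 without replicate 1 of either group and 4 without replicate 2 of DMSO.

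Several ETS genes were too low for the main fit. ERG had 3 to 6 counts in DMSO and 3 to 7 at 1 μM, ETV2 had 5 to 18 and 5 to 10, and ETV7 had 8 to 11 and 5 to 6. These genes did not pass the filter on counts, so the main fit did not test a change in them. With no filter beyond a minimum count of 1, the number of ETS genes past the threshold was also 5. The authors' deposited unadjusted p at 1 μM, from DESeq2, was 0.998 for ERG, 0.517 for ETV2 and 0.3035 for ETV7.

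**Figure D4:**
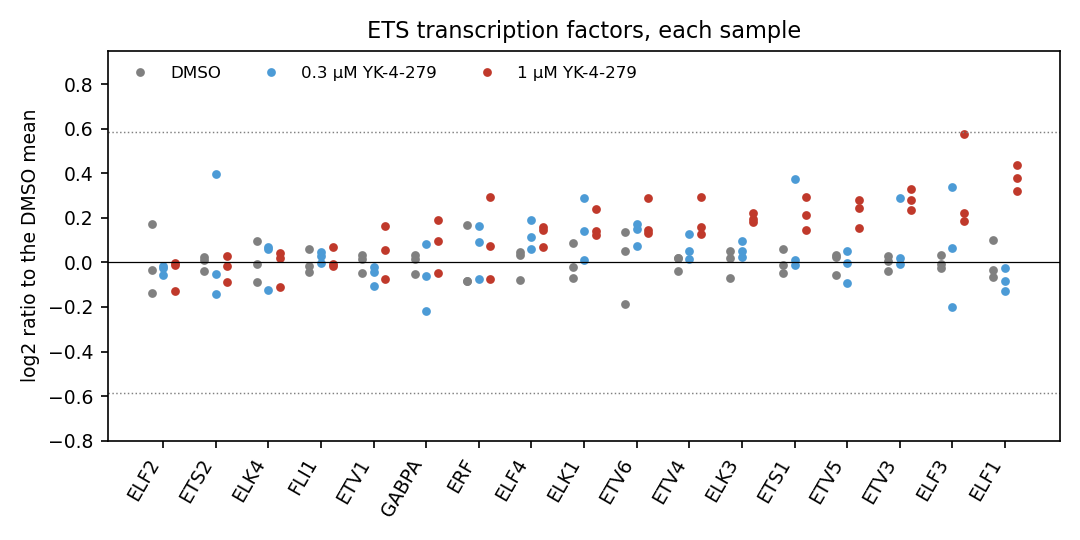
Log2 ratio of each sample to the DMSO mean (y axis) for the 17 ETS genes tested at 1 μM (x axis), in DMSO, 0.3 μM and 1 μM of YK-4-279, with a point for each of the 9 samples. Dotted lines mark a change of 1.5-fold, and ELF1 shows the largest change at 1 μM, with a fitted log2 fold change of 0.35.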

The expressions of each ETS transcriptional factor were not changed in KHM-5M cells after treatment with YK-4-279 (**Supplementary Figure 3**).

**Figure 5:**
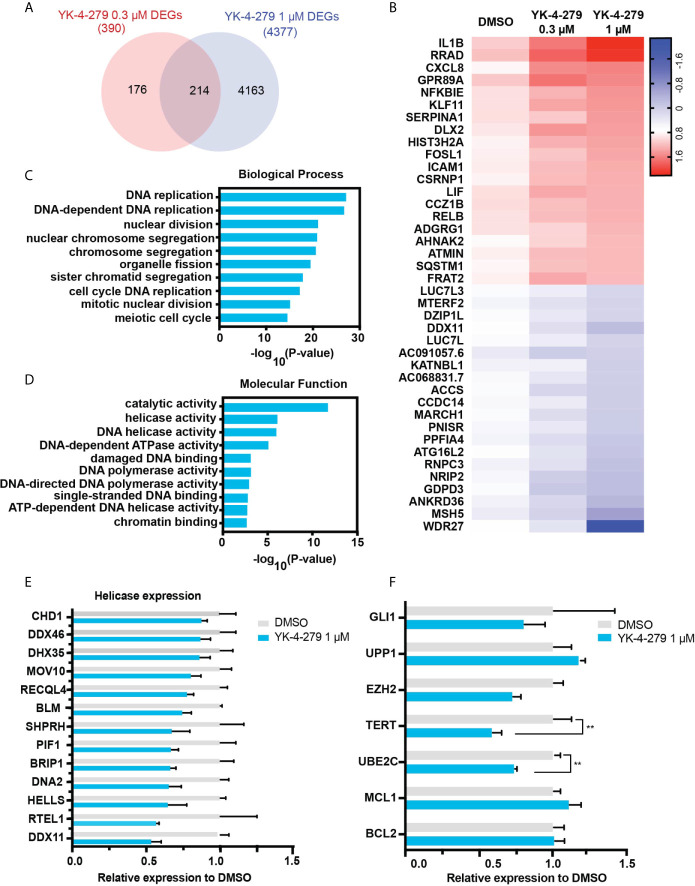
RNA-seq analysis for YK-4-279 treatment. **(A)** Differentially expressed genes (DEGs) in YK-4-279 treated KHM-5M cells compared with cells treated with DMSO. **(B)** Representative does-dependent DEGs. Blue referred to downregulated DEGs whereas Red referred to upregulated DEGs. **(C, D)** Gene ontology enrichment for biological process and molecular function analysis. **(E)** Significant downregulated DNA helicase in KHM-5M cells treated with 1 μM of YK-4-279 compared to the DMSO group. **(F)** mRNA expression of selected genes after DMSO or YK-4-279 treatment. ** refers to P < 0.01 by two-tailed Student’s t test.

### YK-4-279 Reduced Tumorigenesis in Xenograft Mouse Model

To determine whether the anti-cancer effects of YK-4-279 observed for thyroid cancer cells was re-capitulated *in vivo*, a xenograft mouse model was established and treated with YK-4-279 by intraperitoneal injection (**Figure 6A**). As shown in **Figures 6B, C**, daily treatment with YK-4-279 at dosage of 150 mg/kg significantly suppressed the growth of xenograft tumors. Consistently, tumor weights in YK-4-279 treatment group were remarkably lower than those in the control group (**Figure 6D**). Along with the growth suppression, as shown in **Figure 6E**, immunohistochemistry of xenograft tumors showed that the expression of proliferation marker, Ki-67, was decreased; while the apoptosis marker, cleaved caspase-3, was increased in YK-4-279 treatment group compared to that in controls. Morphological feature of apoptosis was also observed by H&E staining in the drug treated tissue section (**Figure 6E**). These data showed that YK-4-279 was capable of reducing thyroid tumorigenesis *in vivo*.

**Figure 6:**
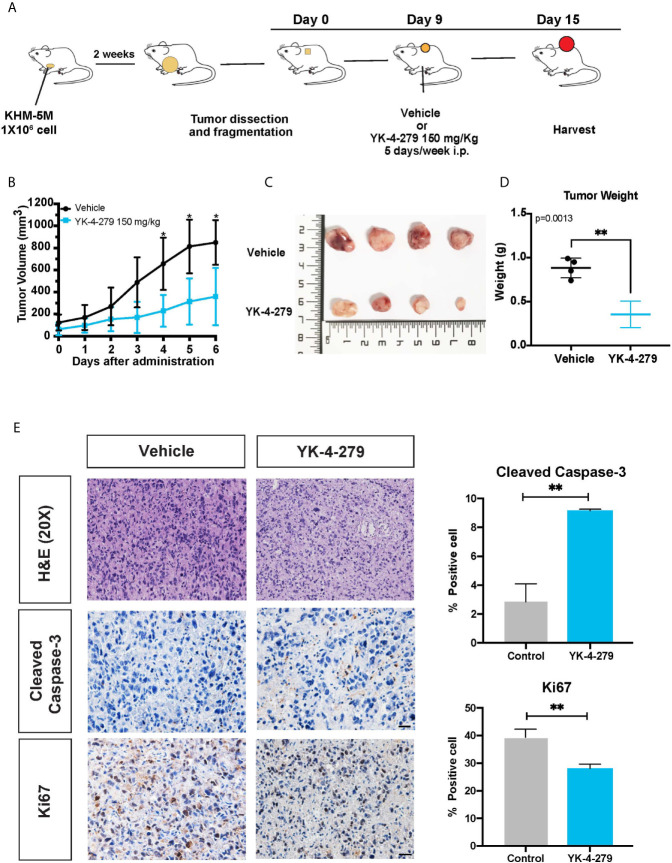
YK-4-279 inhibits *in vivo* tumor growth. **(A)** Diagram for the xenograft mice model in this study. **(B)** The tumor growth curves of xenograft model. **(C)** Photograph of the xenograft tumors (n = 4). The numbers on ruler refer to centimeter. **(D)** Weights of xenograft tumors. **(E)** Representative figures of H&E staining and immunohistochemistry for cleaved caspase-3 and Ki-67. Scale bar, 100 μm. Semi-quantification of immunohistochemistry staining was performed by calculating the percentage of positive staining cell. * refers to P < 0.05, ** refers to P < 0.01, by two-tailed Student’s t test. Triplicated experiments were performed with similar results obtained.

## Discussion

The anti-tumor activity of YK-4-279 was first reported in Ewing’s sarcoma and then confirmed by studies performed in several cancer types, including prostate cancer, neuroblastoma, lymphoma, and glioma (23–26, 34). This is the first study, to the best of our knowledge, to investigate the effect of YK-4-279 on thyroid cancer cells, and our data showed a significant inhibitory effect on the aggressive characteristics of thyroid cancer. Specifically, YK-4-279 treatment sharply suppressed cell growth, survival, migration, and invasion of thyroid cancer cells, and it induced G2/M cell cycle arrest and apoptosis in all the thyroid cancer cell lines we tested. Importantly, our data showed that YK-4-279 robustly suppressed tumor growth in a xenograft thyroid tumor model. These results demonstrated that YK-4-279 efficiently inhibited tumor growth and progression of thyroid cancer and exerted therapeutic potential for aggressive thyroid cancer management.

YK-4-279 was initially reported as a small molecule targeting the interaction of oncogenic protein EWS-FLI1 with RNA helicases DHX9 and DDX5 in Ewing’s sarcoma (23). Recently, several papers revealed that YK-4-279 exerted similar tumor-inhibitory effect in cancer cell lines within overexpression of other ETS-factors. Rahim et al. reported that YK-4-279 specifically reduced tumor growth and metastasis of ETV1-fusion positive prostate cancers by reducing ETV1 transcriptional activity (35). Similarly, exposure to TK-216, the clinical derivative of YK-4-279, reduced the interaction of ETS factors SPIB and SPI1 with these RNA helicases in B-cell lymphomas (34). Furthermore, YK-4-279 showed powerful inhibition of tumor proliferation and mitosis in ETS-FLI1 negative neuroblastoma, suggesting that YK-4-279 might disrupt protein interactions required for mitosis and proliferation (25). These data indicated that novel ETS factor-related mechanism may be involved in YK-4-279 induced solid tumor inhibition.

Several ETS factors, including ETS1, ETS2, ELK1, ELF3, ETV5, and EHF have been shown to be overexpressed during thyroid carcinogenesis, and inhibition of these ETS factors constrained cell proliferation, colony formation, migration, invasion and induced cell cycle arrest and apoptosis (36–42), which was consistent with what we observed after YK-4-279 treatment. Importantly, some classical oncogenes, such as PIK3CA, TWIST1, HER2, and HER3 were identified as the direct targets of ETS factors in thyroid cancer (40–42). Considering that the expression of each ETS factor was not changed after YK-4-279 treatment, the anti-tumor effect of YK-4-279 on thyroid cancer might be implemented by preventing the binding of certain ETS factors to their targets.

To comprehensively identify putative targets and pathway response to YK-4-279 treatment in thyroid cancer, RNA-profiling was performed in the present study. We found that DNA helicase activities were remarkably enriched in GO analysis, while decreased expression of several known DNA helicases was observed after treatment with YK-4-279 in our RNA-seq expression data. These results suggested that DNA helicases are likely to be the key targets and mediators of YK-4-279 treatment in thyroid cancer. We postulated that YK-4-279 may directly impede ETS factor binding to the promoter regions of DNA helicase genes since duplicate ETS motifs were identified as essential transcription regulatory elements in the promoters of multiple DNA helicase-encoding genes (43). However, the essential mechanism of YK-4-279 on DNA helicase regulation required to be further addressed.

Telomerase reverse transcriptase (TERT) is the catalytic component of the telomerase complex, which plays a key role in maintaining telomere length and cell immortality and in controlling cellular activities. Activation of TERT expression promoted cell proliferation without telomere shortening and was linked to cancer hallmark behaviors in several solid cancers (44). Inhibition of TERT expression in thyroid cancer cells significantly reduced cell viability, migration, and invasion *in vitro* and suppressed tumor growth *in vivo* (20, 45, 46). In the present study, we found that YK-4-279 treatment reduced TERT expression and the cells treated by YK-4-279 showed similar phenotypes with TERT silencing cells. Therefore, in addition to regulating DNA helicase expression, the anti-tumor activity of YK-4-279 can be explained partially by suppressing the oncogenic effect of TERT in thyroid cancer.

The two hotspot mutations in *TERT* promoter were frequently observed in patient with PTC, FTC, PDTC, and ATC, but not in MTC (11, 47). The *BRAF* V600E and the MAPK pathway was reported to activate several ETS transcription factors, the latter then selectively bonded to the mutant promoter of *TERT* and led to TERT activation in thyroid cancer (20–22). In contrast to the previous findings that *BRAF*/*TERT* promoter double-mutated brain tumor cells (26) were hypersensitive against the ETS inhibitor YK-4-279, we found that YK-4-279 reduced the expression of TERT and conferred the anti-tumor activity independent of *TERT* promoter mutations in thyroid cancer cells. This discrepancy between brain tumors and thyroid cancer can be explained by alternative mechanism of ETS factors on TERT regulation among these cancer types. Takahashi and his colleagues reported that EWSR1–ETS fusion activated hTERT expression in Ewing’s sarcoma by recruiting p300 to *TERT* promoter in an ETS factor binding site-independent manner (48). In thyroid cancer, phosphorylation and activation of ETS factor ELK1 by BRAF/MAPK pathway were necessary for thyroid-specific FOXE1 recruitment to *TERT* promoter *via* direct ELK1–FOXE1 interaction and this recruitment was independent from cis-acting mutations of *TERT* promoter (49). Thus, it is likely to the case that the interaction between ETS and certain transcription activators, such as FOXE1, play an important role in TERT activation in thyroid cancer cells while YK-4-279 inhibits TERT expression by disrupting ETS factors’ interaction. Further investigation on the mechanism of YK-4-279 on ETS recruitment of co-activators on *TERT* promoter in thyroid cancer is required.

In conclusion, our results demonstrate that YK-4-279 is powerful in arresting cell cycle and inducing apoptosis, leading to decreased cell growth and progression of thyroid cancer. The anti-tumor activity of YK-4-279 in thyroid cancer is independent of *TERT* promoter mutations and likely to be explained by inhibiting the expression of *TERT* and several DNA helicase genes. Although the exact mechanism needs to be further investigated, YK-4-279 is a promising therapeutic agent for the treatment of aggressive thyroid cancers.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO repository and accession GSE171473 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE171473.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of Sun Yat-sen University.

## Author Contributions

HX and RL designed the study. JX, SL, PS, MC, SY, and SH carried out the experiments. JX, SL, and RL contributed to data analysis. JX prepared the figures and drafted the manuscript under the supervision of RL, YL, and HX. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by grants from the National Natural Science Foundation of China (No. 81772850 and No. 82072952), the Guangzhou Science and Technology Project (No. 201803010057) and China Postdoctoral Science Foundation (No. 2020M683125).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The ETS Inhibitor YK-4-279 Suppresses Thyroid Cancer Progression Independent of TERT Promoter Mutations
**Source:** Front Oncol. 2021 Jun 16;11:649323. doi: 10.3389/fonc.2021.649323
**Supplement:** Supplementary file 1

Supplimentary Figure 1

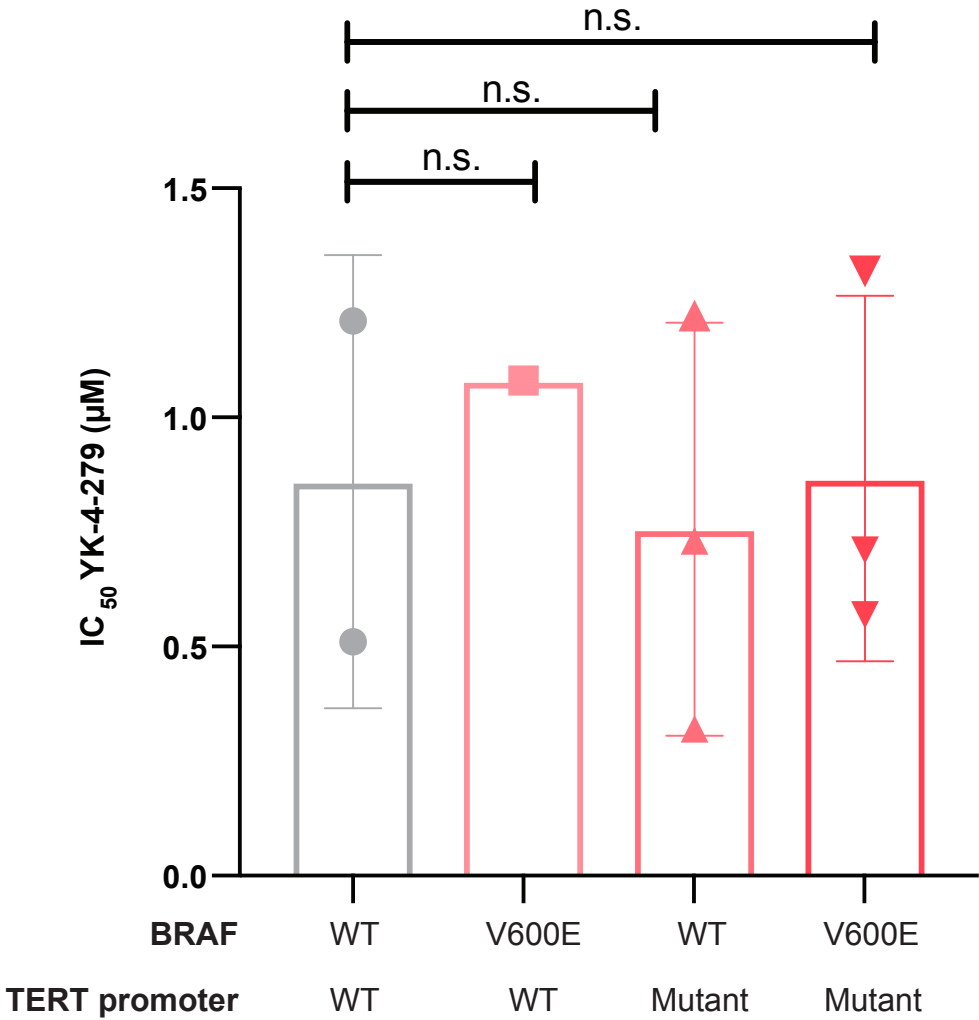

**Supplementary Figure 1.** Comparison of IC50s between different groups of thyroid cancer cell lines. n.s., not significant.

Supplementary Figure 2

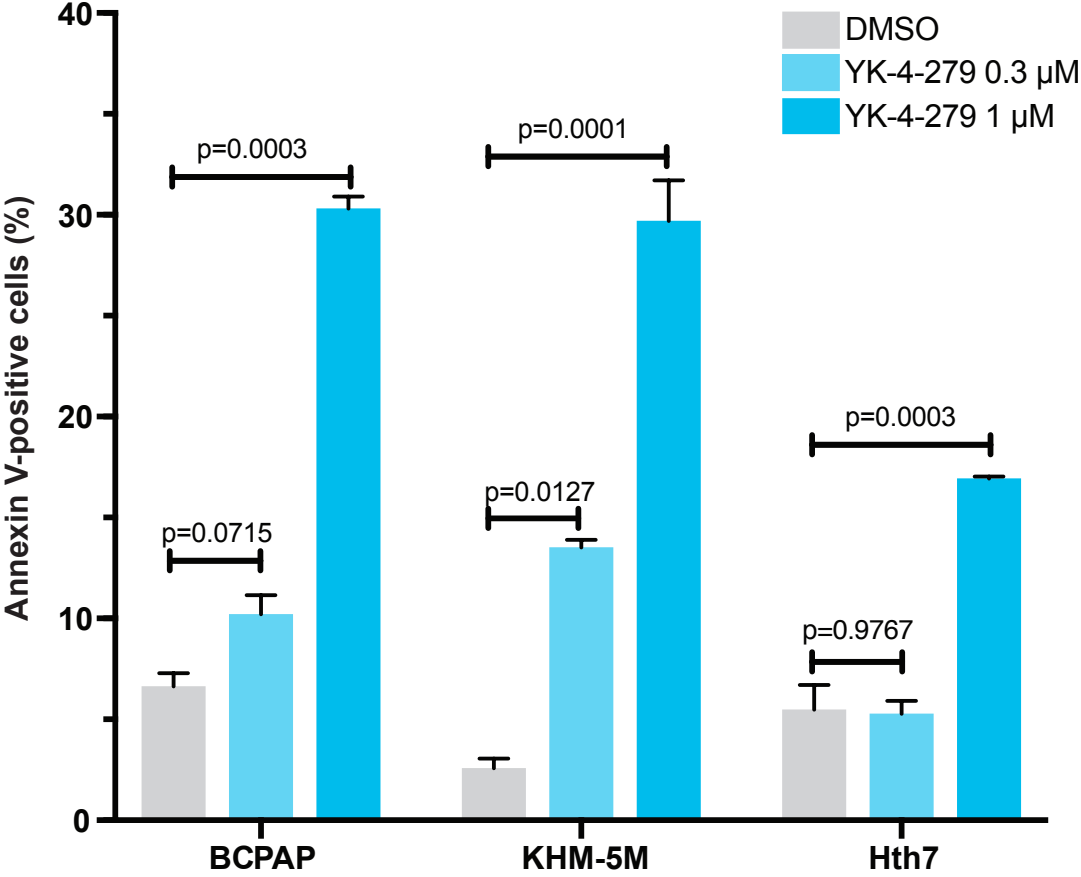

**Supplementary Figure 2.** The percentage of Annexin V-positive cells after treatment with YK-4-279. All the values represent the average  $\pm$  standard deviation (SD) of triplicate samples from a typical experiment. P values were calculated by two-tailed Student's t test. Similar results were obtained in two additional independent experiments.

## Supplimentary Figure 3

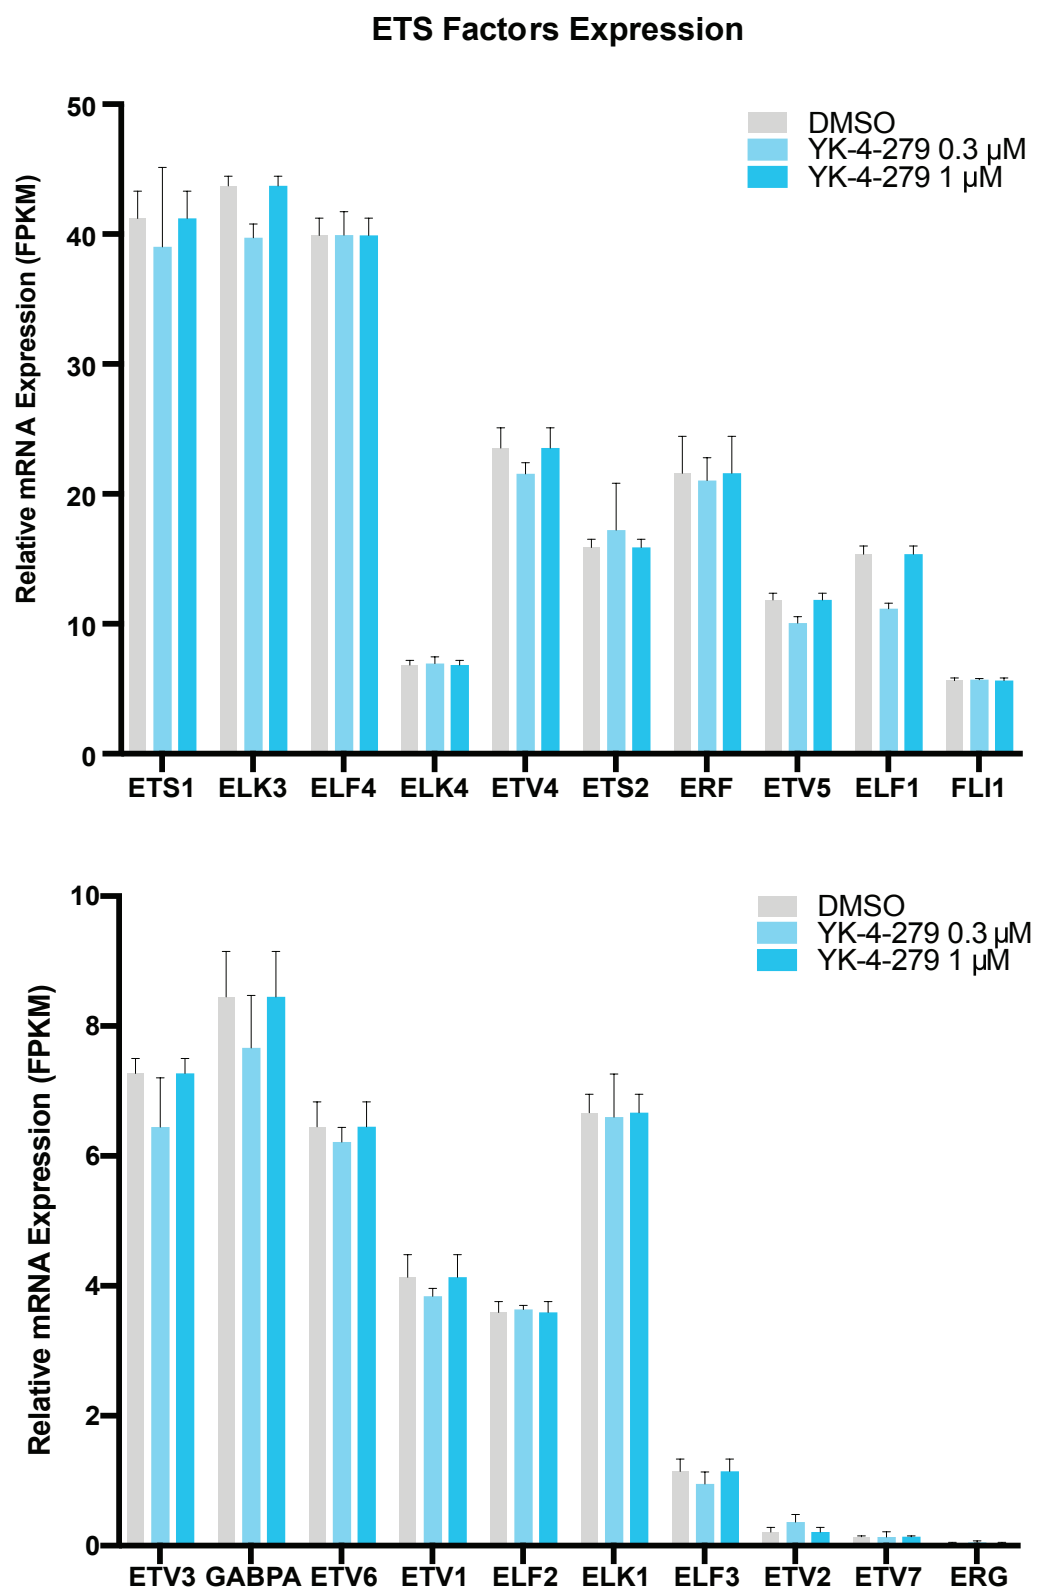

**Supplementary Figure 3.** The expression of each ETS transcription factors in KHM-5M cells after YK-4-279 treatment. All the values represent the average  $\pm$  standard deviation (SD) of triplicate samples.

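FPKM values are counts divided by gene length and library size, as the authors deposited them, and are given as mean ± SD over 3 samples. The most abundant ETS genes were ELK3, ELF4 and ETS1. ELK3 was at 38.3 ± 1.54 FPKM (SD, n = 3) in DMSO, 39.7 ± 1.06 at 0.3 μM and 43.7 ± 0.734 at 1 μM. ELF4 was at 36.8 ± 1.59 in DMSO and 39.9 ± 1.32 at 1 μM. For ETS1 the FPKM values were 35.6 ± 1.53, 39.0 ± 6.12 and 41.2 ± 2.1, so the spread at 0.3 μM was wider than the difference between the doses. ETV4 was at 20.7 ± 0.425 in DMSO and 23.5 ± 1.56 at 1 μM. The values of ERF, 20.3 ± 2.03 and 21.6 ± 2.84, differed by less than the SD. ELF1 was at 11.9 ± 0.779 in DMSO, 11.2 ± 0.432 at 0.3 μM and 15.4 ± 0.649 at 1 μM, a difference from DMSO larger than the SD at 1 μM. ETV7 had 0.232 ± 0.031 FPKM in DMSO, 0.135 ± 0.078 at 0.3 μM and 0.136 ± 0.014 at 1 μM, and ERG had 0.0354 in DMSO and 0.0353 at 1 μM, values that rest on few counts.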

How the deposited data were processed for this re-analysis (not part of the article)

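RNA-seq was analysed for KHM-5M thyroid cancer cells kept for 24 h with DMSO, 0.3 μM or 1 μM of YK-4-279, with 3 samples in each of 3 groups and 9 samples in all. The authors removed adaptors and low-quality reads, aligned the reads to GRCh38 with Hisat2 and obtained a count per gene with HTseq. The counts are whole numbers per gene and sample and were deposited without normalization. The authors also deposited FPKM values, which divide each count by gene length and by the library size, and a log2 fold change, a p-value and an adjusted p-value per gene and comparison from DESeq2. The deposited gene length was used for the length check and mean GC content of the reference transcripts (GRCh38) for the GC check, for which 99.5% of genes had a value.

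From the counts, tests were computed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, with DESeq2 1.42.0 as an alternative. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Genes were kept by filterByExpr with a minimum count of 10, library sizes were normalized by TMM, and glmQLFit and glmQLFTest were run on the groups compared. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. The comparisons were 0.3 μM against DMSO, 1 μM against DMSO and 1 μM against 0.3 μM. Log2 values for the set tests and per-sample ratios used a prior count of 2 and an offset of 0.5 CPM. The replicate comparison by chi-square used genes with at least 20 counts.

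The genes named are those in the RNA-seq paragraph, Fig. 5B, 5E and 5F and Supplementary Figure 3, members of the lists reported, and for each dose the 3 DEGs with the largest rise and the 3 with the largest fall among those with a mean of at least 1 CPM and all 3 treated samples on the same side of all 3 DMSO samples. At 0.3 μM the last rule named none. Of 93 named genes checked, 11 overlap a gene with a mean count of at least 10 on the same strand.

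Lists were written by hand for DNA replication, chromosome segregation, meiosis, DNA helicases, NF-kB targets, p53 targets, MAPK output, alpha- and beta-tubulins, other tubulins, S phase and G2/M phase. The first 4 were tested for enrichment among the DEGs by a one-sided Fisher's exact test, and all 11 for direction by camera with a preset correlation of 0.01, with fry and camera with an estimated correlation as alternatives. They are not GO terms, since GO annotation was not used here.

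The steps were tested on simulated data drawn from the real means and library sizes. Of 200 genes changed by a log2 of 1 or 2, edgeR recovered 180 (90%) with 7 false calls over 15579 genes, and DESeq2 recovered 178 (89%) with 6 false calls over 16124 genes. Of 200 genes changed by a log2 of 0.6, edgeR recovered 128 (64%) with 14 false calls over 15589 genes. With no gene changed, edgeR made 1 false call, and 757 of 15585 genes had an unadjusted p under 0.05. Over 15602 genes, a list of 40 genes raised by a log2 of 0.6 was called by limma's camera and by its fry. Of 100 unchanged lists, camera called 0 and fry 4 at an unadjusted p under 0.05. The genes were drawn independently and these lists at random, so false calls in lists whose genes vary together were not tested.

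Counts summed to 16903251 to 18238884 per sample, so that a count of 0 allows up to 3 counts, or 0.164 to 0.177 CPM. Alternatives were DESeq2, RLE size factors, no filter beyond a minimum count of 1, all 9 samples in a single fit, the replicate number as a block, each sample left out in turn, the unadjusted p, no fold cutoff, a 2-fold cutoff and genes of all biotypes. Corrections for each sample's trend with GC content or gene length, by lowess with a span of 0.3, and looser combined thresholds were added after the data were seen. The overlap of the doses was set against 20 simulated sets of libraries with shared DMSO samples, and against 20 more at each of 4 smaller sizes of the changes at 1 μM (0.9, 0.8, 0.7 and 0.6 of the fitted log2 values), added after the data were seen. A comparison of the doses with no DMSO sample in common was also added then.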

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

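The tests of GC content, gene length, low counts, genomic DNA, unspliced RNA and reads moved between histone genes, and the splits for the NF-kB list, were chosen only after the results were seen. The results below have a signal above the spread of the DMSO samples. They concern groups of genes whose change as a group the paper does not report, or a comparison for which it gives no number. Some members of these groups do appear in the paper. CXCL8, ICAM1, IL1B, NFKBIE, RELB and HIST3H2A are in Fig. 5B, and ETV4 and ETV5 are among its ETS factors.

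Genes of the NF-kB target list were higher at 1 μM, with a median log2 fold change of 0.66 over 38 genes. The per-sample medians were 0.53 to 0.73 at 1 μM and -0.01 to 0.02 in DMSO, so the list was higher in 3 of 3 samples. By limma's camera with Benjamini-Hochberg adjustment over 11 lists the adjusted p was 8.79e-39, and it was 0.0260 with an estimated correlation and 0.00128 with fry. Of the 38 genes, 31 had an adjusted p under 0.05, 30 higher and 1 lower, or 33 when adjusted over the list alone. The list shares 5 genes with Fig. 5B, which the study picked from these samples. Without them the median was still 0.61, with 26 of 33 genes at an adjusted p under 0.05. Removing each sample's GC-content trend left 0.66 and removing its gene-length trend left 0.65, which argues against either trend as the whole cause. The median stayed between 0.56 and 0.67 with each sample left out. Of the 10 splits of the 6 samples, 1 gave a median as large, the real one, and 3 samples against 3 cannot give a smaller share. The test of NF-kB activation is thus consistent with higher NF-kB activity at 1 μM, as a hypothesis, with a median of 0.61 in genes the study did not pick. Whether another pathway raised the same genes stays open and was not tested. At 0.3 μM the median was 0.15, with an adjusted p of 1.93e-09 by camera, 0.242 with an estimated correlation and 0.303 with fry (limma, Benjamini-Hochberg).

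The MAPK output list was also higher at 1 μM, with a median log2 fold change of 0.40 over 9 genes, 7 of them with an adjusted p under 0.05, all higher, and 8 when adjusted over the list alone. The per-sample medians were 0.34 to 0.45 at 1 μM and -0.07 to 0.04 in DMSO, higher in 3 of 3 samples. Camera in limma with Benjamini-Hochberg adjustment gave an adjusted p of 3.04e-07, and the estimated correlation gave 0.0339 and fry 0.00134. Lower transcriptional output of the MAPK pathway predicts a lower list, so the value of 0.40 argues against it for these 9 genes. No list of ETS targets was tested, so the value does not decide whether ETS output fell. With the GC-content trend removed the median was 0.39, and with the gene-length trend removed it was 0.39, which argues against those trends as the whole cause. ETV4 and ETV5 are in both this list and the ETS list. The median lay between 0.33 and 0.47 with each sample left out. What raised these genes stays open.

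Non-coding genes were lower at 1 μM. Over 1797 non-coding genes tested the median log2 fold change was -0.29, 72.5% were lower, and 265 were lower and 10 higher with an adjusted p under 0.05. Protein-coding genes had a median of 0.01. The per-sample medians were -0.25 to -0.17 at 1 μM and -0.02 to 0.01 in DMSO, lower in 3 of 3 samples, and at 0.3 μM the median of the genes was -0.09. By biotype the median was -0.56 for genes to be experimentally tested, -0.53 for sense-intronic, -0.32 for antisense and -0.17 for lincRNA genes. Removing GC-content trends left -0.28 and removing gene-length trends left -0.23, which argues against each as the whole cause. Protein-coding genes matched on average CPM had a median of -0.053, which argues against low counts, and those matched on FPKM in DMSO had -0.034, which argues against less genomic DNA in the 1 μM samples. Sense-intronic genes fell further than the genes whose introns hold them, by a median difference of -0.49 over 97 genes. That result is consistent with less unspliced RNA at 1 μM. Whether this comes from the cells or from RNA extraction and poly(A) selection stays open, and the latter was not tested. MALAT1, NEAT1 and KCNQ1OT1, chosen after their values were seen, had log2 fold changes of -0.96, -1.08 and -0.59.

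Histone genes were higher at 1 μM. Over the 39 protein-coding histone genes tested the median log2 fold change was 0.44, with 28 higher and 11 lower. An adjusted p under 0.05 was found for 18, all higher, and for 20 when adjusted over these genes alone. The per-sample medians were 0.32 to 0.63 at 1 μM and -0.04 to 0.07 in DMSO, higher in 3 of 3 samples, while at 0.3 μM the median of the genes was -0.01. With GC-content trends removed the median was 0.46 and with gene-length trends removed 0.51, which argues against both. Reads moved between near-identical histone genes would leave their sum unchanged. The summed expression of the 39 genes was 2532 ± 43.8 CPM (SD, n = 3) in DMSO. At 1 μM it was 3072 ± 138 CPM (SD, n = 3), a log2 ratio of 0.28. This argues against moved reads as the whole cause. H1F0, H1FX and H3F3B, each higher with an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), are part of the sum. Moves among the remaining genes are therefore not excluded. Many histone transcripts lack a poly(A) tail, so a difference in poly(A) selection or in tail addition may also raise them, and this was not tested.

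Between 1 μM and 0.3 μM directly, there were 306 DEGs, 119 higher and 187 lower at 1 μM, with a median absolute log2 fold change of 0.80, and 4301 of 15583 genes had an unadjusted p under 0.05. The paper gives no number for this comparison. With no fold cutoff there were 894 higher and 821 lower, and with all biotypes 134 higher and 365 lower. With each sample left out there were 232 to 299. Of the 10 splits of the 6 samples, 1 gave as many DEGs, the real one. The median total counts were 17718114 at 0.3 μM and 17449628 at 1 μM. For DEGs 1 uM vs 0.3 uM, removing GC-content trends left 290 and removing gene-length trends left 305, which argues against either trend as the whole cause. RLE size factors gave 308, no low-count filter 352 and DESeq2 227. The higher dose stays open as the explanation.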

How the results depend on the processing

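The splits for the gene lists, for the genes of Fig. 5B, 5E and 5F and for the ETS genes were chosen only after the results were seen, as were the GC-content and gene-length corrections and the combined looser thresholds.

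At 0.3 μM the main count of DEGs was 0, with 594 genes at an unadjusted p under 0.05. DESeq2 gave 1, no low-count filter gave 11 and the unadjusted p gave 71. DEGs at both doses numbered 0, and 1, 6 and 27 under these settings. The fits that each left out 1 sample gave 0 to 3 DEGs at 0.3 μM and 0 to 1 at both doses, the highest without replicate 3 of the 0.3 μM group. At 1 μM, the 504 DEGs (201 higher, 303 lower) became 2338 with no fold cutoff (1178 higher, 1160 lower), 157 with a 2-fold cutoff (67 higher, 90 lower) and 858 with all biotypes (214 higher, 644 lower), while DESeq2, RLE size factors, no filter, all 9 samples in a fit, the unadjusted p, GC content and gene length gave 400, 513, 565, 511, 704, 537 and 505. DESeq2 shared 388 of its 400 DEGs with the main result. Leaving out each sample gave 415 to 513. DEGs 1 uM vs 0.3 uM numbered 306, and became 493 with the unadjusted p, 1715 with no fold cutoff, 96 with a 2-fold cutoff and 499 with all biotypes, and 232 to 299 with a sample left out. With the unadjusted p, no fold cutoff and all biotypes together, edgeR gave 594 genes at 0.3 μM, 4985 at 1 μM, 337 at both and 4301 between the doses, and DESeq2 gave 391, 4385, 213 and 3737. A looser or stricter threshold changes these counts by its construction. For the change of tool or filter, the cause was not tested.

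For enrichment of the lists among DEGs at 1 μM, counting higher DEGs only gave an odds ratio of 0 for all 4 lists, since the listed DEGs were lower. With no fold cutoff the odds ratio was 8.42 for DNA replication and 4.11 for chromosome segregation, and with lower DEGs only 3.34 and 3.62, past the threshold in each case. With DESeq2, meiosis had 4.75 and lost the call, and the cause was not tested. With each sample left out, the odds ratio was 1.39 to 2.97 for DNA replication, 1.67 to 3.32 for chromosome segregation, 5.47 to 7.97 for meiosis and 2.48 to 5.47 for helicases, the lowest of which, without replicate 2 of DMSO, lost the call. The DEGs at 0.3 μM could not give a value because there were 0.

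The number of Fig. 5F genes past the threshold went from 3 to 5 with the unadjusted p. The number of ETS genes went from 5 to 3 with all 9 samples in a fit and to 3 with gene-length correction, and lay between 1 and 4 with a sample left out. The cause was not tested. The counts for Fig. 5E (9 to 13) and Fig. 5B (33 to 37) stayed within 1.5 times of their main values with a sample left out.

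With the correlation between genes estimated, camera no longer passed the threshold for chromosome segregation (median -0.21), p53 targets (0.068), alpha- and beta-tubulins (-0.16) and G2/M phase (-0.18), whose medians are unaffected by it. Other tubulins passed with fry (-0.22). The p53 list lost its call with GC-content (0.076) and gene-length (0.077) correction, and its median was 0.071 to 0.12 with a sample left out. At 0.3 μM alpha- and beta-tubulins had a median of -0.0065 and other tubulins of 0.017, the opposite direction. The median of non-coding genes was -0.40 with DESeq2, -0.37 with no filter and -0.23 with gene-length correction, and the cause was not tested.

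Of the genes named, BCL2 and FLI1 changed sign, both near 0. BCL2 had a log2 fold change of 0.0074 with DESeq2, 0.018 with no filter and 0.017 with gene-length correction, and FLI1 had 0.0043, 0.015 and 0.00028. With a sample left out, the ranges that crossed 0 were -0.046 to 0.047 for BCL2, -0.040 to 0.018 for FLI1, -0.15 to 0.023 for ELF2, -0.075 to 0.0051 for ELK4, -0.030 to 0.17 for ERF, -0.027 to 0.087 for ETV1 and -0.53 to 0.013 for GLI1. Of the other log2 fold changes of genes, 13 results under other settings (5 genes) and 39 with a sample left out (10 genes) lost their call, and 2 and 2 gained it. All 20 relative expression values stayed within 1 SD with TMM-normalized CPM, and 11 values (7 genes) moved by more with a sample left out.

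With the replicate number as a block, there was 1 DEG at 0.3 μM, 452 at 1 μM and 1 at both doses, and 2 ETS genes passed the threshold. The numbers do not pair the samples: the correlation of deviations from the group means between same-numbered samples was 0.0198 to 0.0817 for DMSO and 0.3 μM, -0.0217 to 0.0553 for DMSO and 1 μM, and -0.0139 to 0.000428 for 0.3 and 1 μM.

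Of the 10 splits of the 6 samples into 3 and 3, 10 gave at least as many DEGs at 0.3 μM and 10 as many ETS genes at 0.3 μM. The real values are 0, so this outcome was fixed and says nothing about the dose. By the unadjusted p under 0.05, the real split at 0.3 μM gave 594 genes and the others 408 to 1525. At 1 μM, 1 split, the real one, gave as many DEGs, as many DEGs in the DNA replication, chromosome segregation, meiosis and DNA helicase lists, and as many Fig. 5B, 5E, 5F and ETS genes past the threshold. With 10 splits the share cannot be under 0.1. At 16903251 to 18238884 counts per sample, the depth limits genes with few counts, and ERG, ETV2 and ETV7 were not tested in the main fit.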

Differences from the paper's values

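The paper's count of DEGs at 0.3 μM is 390, against 0 here. At 1 μM the paper's count is 4,377, against 504 here, and the paper's count of DEGs common to both doses is 214, against 0 here. None of the alternatives set before the data were examined closed these gaps. The nearest were the unadjusted p at 0.3 μM, with 71, no fold cutoff at 1 μM, with 2338, and the unadjusted p for the overlap, with 27.

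With settings chosen after seeing the values, the gaps closed. DESeq2 with the unadjusted p, no fold cutoff and genes of all biotypes gave 391, 4385 and 213 genes, against the paper's 390, 4,377 and 214. The same thresholds in edgeR, also chosen after seeing the values, gave 594, 4985 and 337. In the authors' deposited table, an unadjusted p under 0.05 with no fold cutoff and all biotypes holds for 390, 4377 and 214 distinct gene names. With the fold cutoff and protein-coding genes, the authors' deposited table gives 42, 642 and 18 genes by the unadjusted p and 1, 400 and 1 by the adjusted p.

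For ETV7 in DMSO, the paper's value is about 0.13 FPKM in Supplementary Figure 3, read by eye, against 0.232 ± 0.031 FPKM (SD, n = 3) here. FPKM values are used as deposited, and no alternative set before the data were examined applied to this value. At 1 μM the value here was 0.136 ± 0.014 FPKM (SD, n = 3).

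In Supplementary Figure 3 the paper's DMSO and 1 μM bars have equal heights for each gene. For the 19 genes read by eye, the DMSO bars were closest to the FPKM values of the 1 μM group here for 16 genes, to those of 0.3 μM for 3 and to those of DMSO for 0. The ratio of those bars to the 1 μM values had a median of 1.00 (0.955 to 1.02), and to the DMSO values of 1.09 (0.56 to 1.26).

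The paper states that no ETS factor changed. Here 5 of 17 tested were higher at 1 μM with an adjusted p under 0.05 from edgeR with Benjamini-Hochberg adjustment, none past 1.5-fold. With a sample left out, the number was 1 to 4.

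The paper's text presents the genes of Fig. 5B as the top genes of each direction. By log2 fold change among all DEGs at 1 μM, 2 of the 40 were within the 20 largest of their direction here. Ranks among genes changed at both doses were not computed. In the authors' deposited DESeq2 results, all 40 had an unadjusted p under 0.05 at both doses. The legend presents them as dose-dependent, while CCZ1B and GPR89A had larger log2 fold changes at 0.3 μM (0.56 and 1.06) than at 1 μM (0.41 and 0.69). Neither difference passed the direct test of the doses, with an adjusted p of 0.545 for CCZ1B and 0.171 for GPR89A (edgeR, Benjamini-Hochberg), and the sum of CCZ1B and its copy CCZ1 had a log2 fold change of 0.52 at both doses.

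The paper shows CHD1 among the significantly lower helicases. Its adjusted p here was 0.0518 (edgeR, Benjamini-Hochberg). It passed by the unadjusted p, and without replicate 1 of DMSO its adjusted p was 0.0137, in a range of 0.0137 to 0.172 over the alternatives. In the authors' deposited table the adjusted p of CHD1 is 0.0904 from DESeq2 with Benjamini-Hochberg adjustment. DHX35, also in Fig. 5E, has a deposited adjusted p of 0.119 from the same test, although it passed the threshold here. In Fig. 5F the paper marks TERT and UBE2C, but not EZH2, as significant. The adjusted p of EZH2 here was 0.000159 (edgeR, Benjamini-Hochberg), with a log2 fold change of -0.48 and lower values in 3 of 3 samples.

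The paper states enrichment of DNA replication and chromosome segregation terms. Its DEG counts match the authors' deposited table at an unadjusted p with no fold cutoff and all biotypes. The DEGs here were defined more strictly, so the values below are not a like comparison. The hand-written lists used here had odds ratios of 1.96 and 2.12 with adjusted p of 0.126 and 0.102 by Fisher's exact test. They passed the threshold with no fold cutoff (8.42 and 4.11), with lower DEGs only (3.34 and 3.62), and in some fits that left out a sample, DNA replication without replicate 3 of DMSO (2.97) or replicate 1 of the 1 μM group (2.67), and chromosome segregation without replicate 1 (3.32) or 3 (2.63) of DMSO or replicate 2 of the 1 μM group (2.59).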

Other observations

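The tests of shared reads between gene copies and of the shared DMSO samples were chosen only after the results were seen. The tests of the tubulin, cell cycle and p53 lists were written earlier.

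A larger share of cells in G2/M predicts higher G2/M and lower S-phase transcripts at 1 μM. The S-phase list was lower, with a median log2 fold change of -0.30 over 42 genes (camera adjusted p = 4.61e-15 in limma with Benjamini-Hochberg adjustment over 11 lists, 0.0339 with an estimated correlation and 0.00128 with fry). The G2/M list was lower as well, with a median of -0.18 over 54 genes (camera adjusted p = 4.78e-09, 0.164 with an estimated correlation and 0.0110 with fry). A larger G2/M share alone therefore does not account for both lists. The lists do not measure the share itself. By flow cytometry, at an earlier time, the paper found a larger G2/M proportion at 1 μM in every line it tested. An adjusted p under 0.05 was found for 33 and 28 genes, and for 36 and 33 when adjusted over the list alone. Both lists were lower in 3 of 3 samples, with per-sample medians of -0.30 to -0.22 and of -0.19 to -0.10. The S-phase list shares 21 genes with the DNA replication list, and the G2/M list 22 with the chromosome segregation list. What lowered both lists stays open.

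Loss of microtubules lowers alpha- and beta-tubulin transcripts in cells that regulate them by free tubulin, and would spare the other tubulins. Alpha- and beta-tubulins had a median log2 fold change of -0.16 over 14 genes at 1 μM (camera adjusted p = 0.00537 in limma with Benjamini-Hochberg adjustment, 0.164 with an estimated correlation, 0.00861 with fry, lower in 3 of 3 samples). The median was -0.19 to -0.095 with each sample left out, the smallest fall without replicate 1 of DMSO. An adjusted p under 0.05 was found for 4 genes, and for 8 when adjusted over the list alone. The other tubulins had a median of -0.22 over 4 genes (camera adjusted p = 0.191, 0.255 with an estimated correlation, 0.0120 with fry, lower in 3 of 3 samples), with 2 genes at an adjusted p under 0.05 and 2 when adjusted over the list alone. Tubulin regulation and a fall of all tubulins cannot be told apart, because only 4 other tubulins were tested.

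The p53 target list moved little, with a median log2 fold change of 0.068 over 26 genes at 1 μM (camera adjusted p = 0.0328 in limma with Benjamini-Hochberg adjustment, 0.113 with an estimated correlation, 0.00128 with fry), and it was higher in 3 of 3 samples. Genes with an adjusted p under 0.05 went both ways, 5 higher and 3 lower, and 8 passed when adjusted over the list alone. Without replicate 3 of DMSO the median was 0.10 and the camera adjusted p 0.0519 (limma), in a range of 0.00128 to 0.113 over the alternatives at 1 μM. Without replicate 3 of the 1 μM group the median was 0.12. Activation of p53 and its absence cannot be told apart from these values.

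GPR89A had a log2 fold change of 1.06 at 0.3 μM, but the sum with its near-identical copy GPR89B had 0.38 (standard error 0.16), with GPR89B at -0.45. A rise of GPR89A and a chance assignment of shared reads cannot be told apart, because the sum rose by less than GPR89A and by more than 0. At 1 μM the sum had a log2 fold change of 0.14 (standard error 0.18), a rise smaller than its standard error. Sums argue against such an assignment as the whole cause for CCZ1B with CCZ1 at 0.3 μM (0.52, standard error 0.09), for DDX11 with DDX12P at 1 μM (-0.94) and for RTEL1 with RTEL1-TNFRSF6B at 1 μM (-1.19).

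The DMSO samples shared by both comparisons could give the same direction at both doses with no effect at 0.3 μM. In simulated libraries built that way, 65.5% (60.8% to 68.4%) of the DEGs at 1 μM had the same direction at 0.3 μM, against 85.9% in the data. The simulated libraries gave more DEGs at 1 μM (768.5 against 489). With the changes at 1 μM shrunk to 0.9 or 0.8 of their size, numbers of DEGs on either side of the observed one gave 67.8% and 69.2%, at most 74.1% in any draw. At 0.7 and 0.6 of their size it was 71.4% and 75.3%, at most 80% in any draw. The share of genes with an unadjusted p under 0.05 at 0.3 μM that were so at 1 μM in the same direction was 36.0% (32.0% to 38.4%), against 57.1%, and at most 38.7% in any draw with smaller changes. Across all genes, the correlation of the log2 fold changes at the 2 doses was 0.501 (Pearson) and 0.441 (Spearman). Simulated libraries with 0.3 μM alone unchanged gave 0.254 (0.234 to 0.275) and 0.222 (0.205 to 0.238), and at most 0.362 and 0.317 in any draw with smaller changes at 1 μM. With both doses unchanged they gave 0.513 and 0.463, but 0 to 1 DEGs at 1 μM. These values argue against shared samples as the whole cause. The simulations draw each gene independently, so their ranges are too narrow where genes vary together. In the data, 1 μM was therefore also set against 2 DMSO samples and 0.3 μM against the remaining one, so that no sample was shared. The same direction was found for 65.3%, 65.0% and 73.3% of the DEGs at 1 μM with replicate 1, 2 and 3 of DMSO set against 0.3 μM, above an even split in 3 of 3 cases. Genes are not independent replicates. A small effect at 0.3 μM in the direction of 1 μM is a candidate explanation, with 0 genes past the adjusted threshold and 594 at an unadjusted p under 0.05. Of the 11 lists, camera with the preset correlation called 9 at 0.3 μM, while camera with an estimated correlation called 0 and fry called 0, so the lists leave it open.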
